# Cancer Stemness in *Apc*- vs. *Apc*/*KRAS*-Driven Intestinal Tumorigenesis

**DOI:** 10.1371/journal.pone.0073872

**Published:** 2013-09-17

**Authors:** Mehrnaz Ghazvini, Petra Sonneveld, Andreas Kremer, Patrick Franken, Andrea Sacchetti, Yaser Atlasi, Sabrina Roth, Rosalie Joosten, Ron Smits, Riccardo Fodde

## Abstract

Constitutive activation of the Wnt pathway leads to adenoma formation, an obligatory step towards intestinal cancer. In view of the established role of Wnt in regulating stemness, we attempted the isolation of cancer stem cells (CSCs) from *Apc*- and *Apc*/*KRAS*-mutant intestinal tumours. Whereas CSCs are present in *Apc*/*KRAS* tumours, they appear to be very rare (<10^−6^) in the *Apc*–mutant adenomas. In contrast, the Lin^−^CD24^hi^CD29^+^ subpopulation of adenocarcinoma cells appear to be enriched in CSCs with increased levels of active β-catenin. Expression profiling analysis of the CSC-enriched subpopulation confirmed their enhanced Wnt activity and revealed additional differential expression of other signalling pathways, growth factor binding proteins, and extracellular matrix components. As expected, genes characteristic of the Paneth cell lineage (e.g. defensins) are co-expressed together with stem cell genes (e.g. *Lgr5*) within the CSC-enriched subpopulation. This is of interest as it may indicate a cancer stem cell niche role for tumor-derived Paneth-like cells, similar to their role in supporting Lgr5^+^ stem cells in the normal intestinal crypt. Overall, our results indicate that oncogenic *KRAS* activation in *Apc*-driven tumours results in the expansion of the CSCs compartment by increasing **®**-catenin intracellular stabilization.

## Introduction

Colon cancer still represents an ideal model to study the molecular and cellular mechanisms that underlie tumour onset and progression towards malignancy [1], the so-called adenoma-carcinoma sequence [2]. Overall, loss-of-function mutations in the *APC* (adenomatous polyposis coli) tumour suppressor gene or oncogenic mutations in β-catenin (*CTNNB1*) lead to the constitutive activation of Wnt/β-catenin signalling and represents the most common rate limiting (adenoma-forming) events among colon cancer patients. Adenoma growth and progression is often accompanied by alterations in *KRAS* or *BRAF*, followed by loss of the *TP53* and *SMAD4* tumour suppressors thought to underlie the malignant transformation into locally invasive adenocarcinoma [1]. However, this well established genetic evolution model does not take into account other essential characteristics of human colon cancers, namely their cellular heterogeneity (different cell lineages are often present within the primary mass) and the putative role played by a subpopulation of tumour cells, the cancer stem cells (CSCs), in driving tumour growth and determining local invasion into surrounding tissues and distant metastasis [3]. In fact, although the above genetic model would predict that every tumour cell within a colon cancer allegedly initiated by an *APC* or β-catenin mutation should invariably be earmarked by the hallmark of constitutive Wnt activation, namely nuclear β-catenin accumulation, this is only observed in a minority of cells usually located at the invasive front of the primary lesion [4] from where they detach and invade the surrounding stroma [5], [6]. This “β-catenin paradox” nicely illustrates how intra-tumour heterogeneity and possibly tumour stemness ensue at the very initial stages of the adenoma-carcinoma sequence and lead to different Wnt signalling levels among different tumour cells lineages sharing the same (*APC*) mutations [7]. It also indicates that loss of *APC* function (or oncogenic β-catenin activation) is presumably necessary for the onset of the initial dysplastic lesion but insufficient to fully activate Wnt signal transduction and promote malignant transformation in the absence of additional environmental and (epi)genetic factors.

Previously, by employing *in vivo* mutagenesis [8], [9] and gene targeting in the mouse [10], [11], it was shown that loss of *Apc* function results in adenoma formation in the upper GI tract. However, these mouse adenomas fail to progress to malignancy and do not spontaneously accumulate additional genetic hits at the endogenous *Kras* and *Tp53* genes [12]. Notably, whereas oncogenic *KRAS* activation on its own is unable to initiate intestinal tumorigenesis if not with very late onset and only upon somatic hits at the *Tp53* gene [13], compound *Apc* ^1638N/+^/*KRAS* ^V12G^ mice are characterized by a 10-fold increase in tumour multiplicity and by accelerated tumour progression when compared with *Apc* ^1638N/+^ littermates, with the vast majority of the tumour lesion being represented by adenocarcinomas [14]. Further analyses revealed that *Apc* and *KRAS* mutations are synergistic in promoting β-catenin nuclear translocation, thus enhancing canonical Wnt signal transduction [14]. The latter is likely to result from the ability of activated KRAS, through downstream and yet unknown kinases, to induce β-catenin tyrosine phosphorylation thus leading to a substantial increase of its cytoplasmatic pool and its subsequent translocation to the nucleus where it acts as a transcriptional activator of several Wnt downstream target genes. Accordingly, intestinal tumours from *Apc* ^1638N/+^/*KRAS* ^V12G^ mice show a significant increase in cells with nuclear accumulation of β-catenin when compared with *Apc* ^1638N/+^ animals [14].

In recent years, CSCs have been successfully purified from human colon cancers by employing different cell surface markers such as CD133 [15], [16], EpCAM, CD44 and CD166 [17], and EphB2 [18]. However, although the above cell surface antigens have been instrumental for the identification of tumour cell subpopulations with enriched tumour-initiating properties when transplanted into immune-incompetent recipient mice, our understanding of the mechanisms underlying intestinal cancer stemness and of the role played by CSCs in progression towards malignancy is still largely incomplete. Previously, Vermeulen et al. showed that high Wnt activity earmarks CSCs within suspension spheres derived from colon tumors [19]. From this perspective, a number of additional issues need to be addressed: is nuclear β-catenin accumulation a functional marker for intestinal CSCs *in vivo*? Are tumor cells with stem-like properties already present in early, benign lesions such as adenomas? Here, we took advantage of the *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ mouse models for intestinal tumorigenesis to prospectively identify subpopulations of tumour stem-like cells and characterize them with regard to their multipotency, self-renewal, genome-wide expression profile, and Wnt/β-catenin signalling activity.

## Results

### Tumour-initiating Cells are Present in *Apc^1638N/+^/KRAS^V12G^* but are Very Rare in *Apc^1638N/+^* Intestinal Tumours

The *Apc* ^1638N/+^ mouse model develops an average of 4–5 benign upper GI tumours (adenomas) in the C57Bl/6J genetic background [10], [11]. These lesions only rarely (and with late onset) develop into adenocarcinomas as also shown by the lack of spontaneous somatic mutations occurring at the *Kras* and *Tp53* genes [12]. To assess the presence of tumour-initiating cells in *Apc* ^1638N/+^ adenomas, i.e. cells capable of recapitulating the primary lesion when transplanted into a recipient animal, intestinal tumours were collected from *Apc* ^1638N/+^ animals and dissociated both mechanically and enzymatically into single cell suspensions and depleted from endothelial and hematopoietic cells (Lin^+^) by fluorescence-activated cell sorting (FACS). Next, different multiplicities of the resulting Lin^−^ population of bulk tumour cells were transplanted subcutaneously into NOD-SCID animals. As shown in Table 1, no tumour growth was observed even upon injection of as many as 0.5–1.0*10^6^ Lin^-^ cells and 6 months after transplantation.

**Table 1:** Subcutaneous transplantation of bulk intestinal tumor cells in immune-incompetent mice indicates the presence of CSCs in *Apc* ^1638N/+^/*KRAS* ^V12G^ but not in *Apc* ^1638N/+^ tumours.

*Sorted tumor* *population*	*No. of* *transplanted cells*	*Tumors in* *NOD/SCID*
*Apc* ^1638N/+^ Lin^−^ (bulk)	1.0×10^6^	0/1
*Apc* ^1638N/+^ Lin^−^ (bulk)	5.0×10^5^	0/7
*Apc* ^1638N/+^ Lin^−^ (bulk)	3.0× 10^5^	0/6
*Apc* ^1638N/+^ Lin^−^ (bulk)	2.5×10^5^	0/6
*Apc* ^1638N/+^ Lin^−^ (bulk)	1.0×10^5^	0/12
*Apc* ^1638N/+^/*KRAS* ^V12G^Lin^−^ (bulk)	1.0×10^5^	23/33
*Apc* ^1638N/+^/*KRAS* ^V12G^Lin^−^ (bulk)	5.0×10^3^	2/16
*Apc* ^1638N/+^/*KRAS* ^V12G^Lin^−^ (bulk)	1.5×10^3^	3/48

Next, we repeated the transplantation assay with bulk Lin^−^ tumour cells from *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours. As previously reported, the majority of the intestinal tumours found in these compound animals in the same inbred C57B6/J genetic background are locally invasive adenocarcinomas [14]. In sharp contrast with the Lin^-^ cells from *Apc* ^1638N/+^ adenomas, tumour growth was observed in 23 out of 33 injections with 10^5^ *Apc* ^1638N/+^/*KRAS* ^V12G^ Lin^-^ cells and, though at lower incidence (3 out of 48 transplantations), even with as low as 1500 cells (Table 1). By limiting dilution analysis (L-Calc™) the frequency of tumour-initiating cells in the Lin^−^ population from *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours was estimated as 1 in 72838 (95% CI of 109467 to 48465). As for the *Apc* ^1638N/+^ adenomas, tumour-initiating cells are likely to be present, if at all, at considerably lower frequencies (<10^−6^). Hence, the presence of tumour-initiating cells, as defined by transplantation assays, appears to be limited to the tumours from *Apc* ^1638N/+^/*KRAS* ^V12G^ mice when compared with those from the *Apc* ^1638N/+^ mouse model.

### The Lin-CD24^hi^CD29^+^ Subpopulation from *Apc^1638N/+^/KRAS^V12G^* Intestinal Tumours Encompass Tumour-initiating and Self-renewing CSCs

In order to prospectively enrich and eventually isolate tumour-initiating cells from the bulk Lin^-^ population of *Apc* ^1638N/+^/*KRAS* ^V12G^ tumours, we first tested a panel of previously established (cancer) stem cell markers including CD24, CD29 (β1 integrin), CD44, CD97, and L1CAM by FACSorting and subsequent transplantation in NOD-SCID mice. In contrast to CD44, L1CAM, and CD97 (Table S1), transplantation of Lin^-^CD24^+^CD29^+^ cells revealed a slight yet significant enrichment in tumour-initiating cells (estimated frequency of 1 in 56463, with CI of 399211 to 7986) (Table 2). Given that the Lin^-^CD24^+^CD29^+^ population represents a relatively large proportion of the bulk cells (∼80%; data not shown), we then further defined three additional FACS gates based on the relative expression of the CD24 cell surface antigen (CD24^hi^, CD24^med^, and CD24^low^) (Figure 1a). Out of 30 primary *Apc* ^1638N/+^/*KRAS* ^V12G^ tumours analysed by FACS, the average size (expressed in percentage of the bulk Lin^−^ fraction) of each CD24/CD29 sorted subpopulation was determined: CD24^−^CD29^−^, 3.4% (SD 2.6); CD24^−^CD29^+^, 7.8% (SD 4.7); CD24^+^CD29^−^, 4.4% (SD 3.4); CD24^lo^CD29^+^ (P1), 7.9% (SD 2.5); CD24^med^CD29^+^ (P2), 52.9% (SD 7.4); CD24^hi^CD29^+^ (P3), 10.0% (SD 4.7). Please note that these percentages do not add to 100% simply because of the deliberate exclusion of cells located in the separations between sorting gates (see Figure 1a).

**Figure 1:**
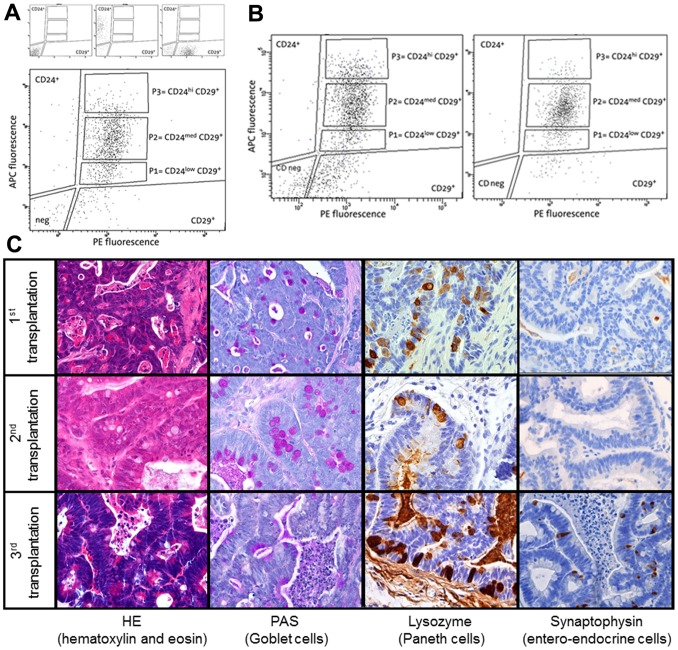
FACS analysis of cell suspensions from *Apc* ^1638N/+^/*KRAS* ^V12G^ tumours. **a.** Large panel: dot plot representative of the staining pattern obtained by staining with anti-CD24 APC-conjugated and anti-CD29 PE-conjugated antibodies. Lineage positive cells (Lin^+^) were excluded (gated out) by staining with biotinylated antibodies against lineage markers and Streptavidin-PerCPCy5.5. P1 (Lin^−^CD24^low^CD29^+^), P2 (Lin^−^CD24^med^CD29^+^), and P3 (Lin^−^CD24^hi^CD29^+^) populations are indicated in the plot. Small panels: dot plots representative of cells stained with isotypic control antibodies (left), compensation control stained only with anti CD24-APC antibodies (middle), compensation control stained only with anti CD29-PE antibodies (right). **b.** FACS analysis of the CD24/CD29 pattern of tumours obtained by serial transplantation of P3 cells suspensions from *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours. Left: primary transplantation. Right: secondary transplantation. **c.** Immunohistochemistry analysis of tumors obtained by 3 rounds of serial transplantation of P3 cells suspensions from *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours.

**Table 2:** Subcutaneous transplantation of sorted cells from *Apc* ^1638N/+^/*KRAS* ^V12G^ tumours in immune-incompetent mice indicates the presence of tumor-initiating cells in the CD24^hi^CD29^+^ subpopulation.

*Sorted tumor* *population*	*No. of* *transplanted cells*	*Tumors in* *NODSCID*
Lin^−^CD24^+^CD29^+^	5.0×10^3^	8/24
Lin^−^ depletedof CD24^+^CD29^+^	5.0×10^3^	1/10
Lin^−^CD24+CD29^+^	1.5×10^3^	3/30
Lin^−^ depletedof CD24^+^CD29^+^	1.5×10^3^	0/6
Lin^−^CD24^low^CD29^+^	1.5×10^3^	1/28
Lin^−^CD24^med^CD29^+^	1.5×10^3^	0/28
Lin^−^CD24^hi^CD29^+^	1.5×10^3^	13/28

The frequency of tumour-initiating cells within the P1, P2 and P3 subpopulations was determined by transplanting 1500 cells of each into NOD-SCID mice. Notably, whereas at this multiplicity CD24^med^CD29^+^ and CD24^lo^CD29^+^ cells consistently failed to form tumours (only 1 growth out of 56 transplantations), the Lin^-^CD24^hi^CD29^+^ subpopulation was found to encompass a substantial enrichment in tumorigenic cells (13/28; Table 2). Hence, although in this case we could not perform limiting dilution analysis by L-Calc™ (since a fixed multiplicity of cells was employed) the Lin^-^CD24^hi^CD29^+^ tumour subpopulation appears to be characterized by a significant relative enrichment of approx. 20–25 fold when compared with total Lin^-^ bulk cells (1 CSC out of ∼3000 tumour cells vs. 1 in 72838).

The definition of cancer stem cells cannot be exclusively based on their ability to form tumours when transplanted at low multiplicity in immune-incompetent mice. Equally important characteristics of CSCs are their unique ability to self-renew and differentiate to fuel and recapitulate the heterogeneous composition of the primary tumour they are derived from. In order to determine whether the tumour-initiating cells encompassed by the Lin^-^CD24^hi^CD29^+^ population are also capable of self-renewal and differentiation, we performed serial transplantations experiments. First, 1500 Lin^-^CD24^hi^CD29^+^ cells were isolated from *Apc* ^1638N/+^/*KRAS* ^V12G^ primary intestinal tumours and transplanted in NOD-SCID recipient mice. As anticipated from our previous results, this initial assay gave rise to subcutaneous tumours within 8 to 10 weeks. The resulting tumours were then excised from the recipient NOD-SCID animals and employed for both FACS and histological analysis. As for FACS, tumours were dissociated into single cell suspensions and analysed, sorted and transplanted according to their CD24 and CD29 expression levels. Secondary tumours originated from Lin^-^CD24^hi^CD29^+^ cells fully recapitulated the CD24/CD29 FACS expression profile of the primary lesions (Figure 1b and Figure S2). Likewise, upon transplantation of 1500 cells from each of the Lin^−^CD24CD29 populations obtained from the secondary tumours, only the Lin^−^CD24^hi^CD29^+^ cells were capable of forming tertiary tumours. Accordingly, the FACS profile of the tertiary tumours recapitulates that of the primary lesions (Figure 1b). Notably, immunohistochemistry (IHC) and enzymatic staining revealed a progressive increase in the relative presence of intestinal differentiation lineages, namely Goblet (Periodic Acid Schiff; PAS), Paneth (lysozyme), and entero-endocrine (synaptophysin) cells in the transplanted intestinal tumours when compared with the primary *Apc* ^1638N/+^/*KRAS* ^V12G^ lesions (Figure 1c). However, FACS analysis of the serially transplanted tumours showed that the relative size of the individual CD24/CD29 subpopulations did not significantly changed (Figure S3).

Thus, the Lin^-^CD24^hi^CD29^+^ subpopulation of tumour cells from *Apc* ^1638N/+^/*KRAS* ^V12G^ adenocarcinomas encompass *bona fide* CSCs with tumour-initiating, self-renewing and differentiation capacities.

### Lin-CD24^hi^CD29^+^ Cells from *Apc^1638N/+^/KRAS^V12G^* Intestinal Tumours Show Increased Intracellular β-catenin Accumulation

We previously proposed that the minority of colon cancer cells featuring nuclear β-catenin accumulation and non-randomly distributed along the invasive front, represent CSCs [7]. Notably, both *Apc* ^1638N/+^ adenomas and *Apc* ^1638N/+^/*KRAS* ^V12G^ carcinomas share the same “β-catenin paradox” observed in human colon cancers in that, upon IHC analysis, only a minority of tumour cells show nuclear β-catenin accumulation notwithstanding that the majority, if not all, share the two-hits at the *Apc* locus [12], [14] (Figure 2a). To assess whether the CSCs enriched in the Lin^−^CD24^hi^CD29^+^ tumour subpopulation are characterized by an increased level of intracellular β-catenin, we analysed protein expression in the different FACSorted tumour cell subpopulations by two independent assays, namely immuno-staining and western blot analysis. Immuno-staining showed that the majority of Lin^-^CD24^hi^CD29^+^ intestinal tumour cells are characterized by intracellular accumulation of β-catenin when compared with other sorted populations and the bulk (Lin^−^) tumour cells (Figure 2b). This result was also confirmed in a more quantitative fashion by western analysis performed with antibodies specific for the signalling-competent fraction (i.e. dephosphorylated at residues Ser37 and Thr41) of the β-catenin protein (Figure 2c and Figure S4).

**Figure 2:**
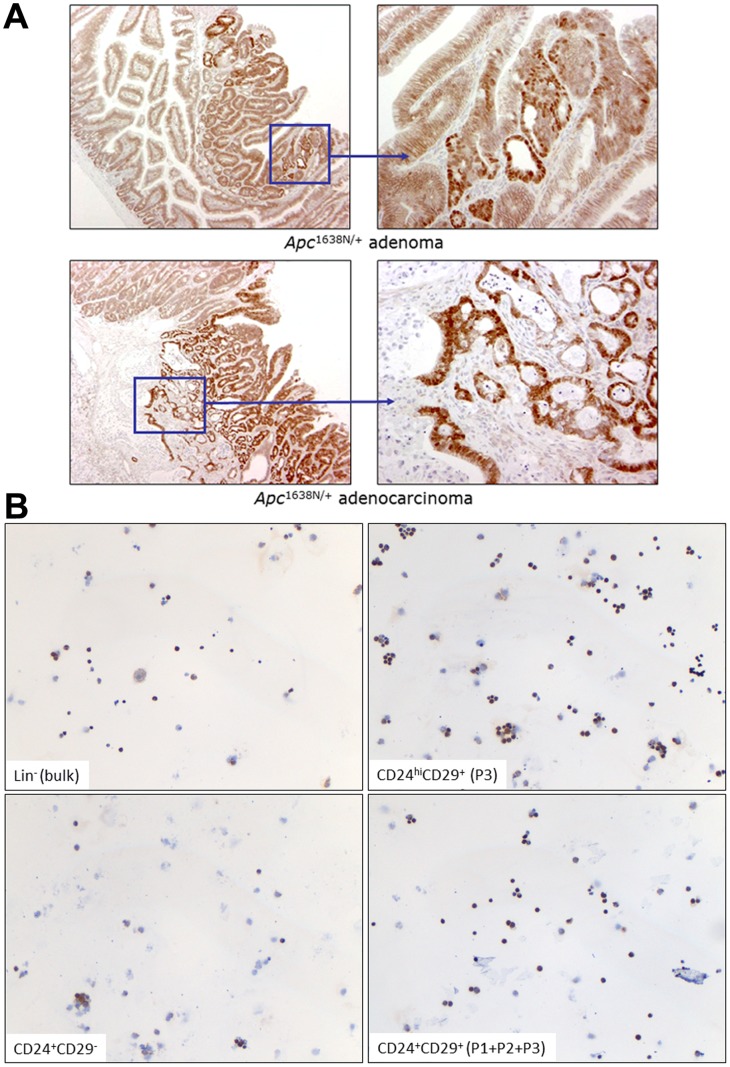
β-catenin expression analysis in *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours. Immuno-histochemistry (**a.**,**b.**) and western blot (**c.**) analysis of β-catenin in primary *Apc* ^1638N/+^ intestinal adenomas (**a.**) and in FACSorted tumour populations from *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours (**b.** and **c.**). The bars in **c.** represents the quantification of the bands obtained with an anti-active β-catenin Ab (anti-ABC; clone 8E7, #05–665, Millipore) by scanning and analyzing the western blot with the Odyssey scanner and after normalization with β-actin.

Overall, these data confirm that the Lin^-^CD24^hi^CD29^+^ subpopulation from *Apc* ^1638N/+^/*KRAS* ^V12G^ tumours, here shown to be enriched in CSCs, encompasses a significantly higher level of intracellular and signalling-competent β-catenin when compared to bulk Lin^−^ and other tumour cell subpopulations. The increased Wnt signalling activity in CSCs was later confirmed by expression profiling and Taqman qPCR analysis of Wnt downstream target genes (e.g. *Lgr5*, *Axin2*, *T*, and *Lef1*; see here below).

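The microarray values below cover samples of both genotypes, and each difference is the mean of those within *Apc*- and *Apc*/*KRAS*-mutant tumours. The raised β-catenin of P3 above was measured in *Apc*/*KRAS*-mutant tumours, so these values do not test it in that genotype alone. *Lef1* encodes a transcription factor that acts with β-catenin. It had a signal of 183 ± 75.4 (SD, n = 8) in P3, 61.8 ± 21.8 (SD, n = 8) in Lin- and 31.1 ± 10.8 (SD, n = 8) in P1+P2 cells. The log2 difference of P3 was 1.28 ± 0.22 (SE, adjusted p = 0.000561 from limma) from Lin- and 2.01 ± 0.22 (SE, adjusted p = 1.18e-06) from P1+P2. *T*, which encodes the transcription factor brachyury, rose by a log2 of 1.19 ± 0.25 (SE) over Lin- and 2.14 ± 0.25 (SE) over P1+P2. *Axin2*, a negative feedback regulator of Wnt signalling, had a signal of 457 ± 123 (SD, n = 8) in P3, 272 ± 100.4 (SD, n = 8) in Lin- and 271 ± 90.3 (SD, n = 8) in P1+P2 cells. Its log2 differences were 0.72 ± 0.19 (SE, adjusted p = 0.0178) and 0.71 ± 0.19 (SE, adjusted p = 0.0121). Of 20 measured Wnt/β-catenin target genes, 13 were higher and 0 lower in P3 than in Lin- at an adjusted p under 0.05 (15 higher when adjusted over the list alone). Against P1+P2, 16 were higher (16 when adjusted over the list alone), among them *Notum*, a secreted Wnt inhibitor (log2 2.72 ± 0.28, SE), and *Sox9* (0.95 ± 0.17, SE), while *Myc* was lower (log2 -0.74 ± 0.20, SE). The list also holds *Axin2*, *Lef1*, *Lgr5*, *Mmp7*, *Prox1* and *Wif1*, which the study names, and *Nkd1* and *Tnfrsf19*, which it assayed by qPCR. The list is therefore not independent of the study. Its call holds in both comparisons with an estimated correlation (adjusted p = 0.0263 and 0.0246 from camera). The difference of *Axin2* from Lin- did not pass without Lin- *Apc* replicate 106 (0.66), Lin- *Apc* replicate 115 (0.66) or P3 *Apc* replicate 52 (0.64), and without *Apc* samples 115 to 117 neither of its differences passed (0.63 and 0.67).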

### The Expression Signature of CSCs from *Apc^1638N/+^/KRA^SV12G^* Intestinal Tumours is Distinct from that of Differentiated and Bulk Tumour Cells and Encompasses Both Stem and Paneth Cell Markers

To identify molecular differences between stem-like and more differentiated (bulk) tumour cells from *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours, we isolated total RNA from 10^4^ Lin^-^CD24^hi^CD29^+^ (P3), Lin^-^CD24^med^CD29^+^/Lin^−^CD24^lo^CD29^+^ (P1+P2, merged gate) and Lin^-^ (bulk) tumour cells from 5 individual mice of each genotype (*Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^). 

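The deposited arrays cover 24 samples, 8 each of Lin-, P1+P2 and P3 cells, with 3 samples from *Apc*-mutant and 5 from *Apc*/*KRAS*-mutant tumours in each population. The samples were taken at 6 to 8 months of age, and RNA of 10000 sorted cells was labelled through 2 rounds of amplification. By the Methods, the tumours of each of 3 and 5 mice were pooled and all 3 populations were sorted from each pool, so the 3 samples of a mouse are not independent. The labels do not tie samples to mice, and the model therefore treats the 24 samples as independent. A genotype difference over all populations counts every mouse 3 times, so its p-values are too small. The authors deposited MAS5 signal intensities. In every array the mean signal, after trimming 2% of the probe sets at each end, was 100.001, which is the scaling that MAS5 applies. The 64 control probe sets were left out, and the other 45037 were tested. The median signal was 18.6 to 33.6 per array, and 32.9% to 46.5% of the probe sets lay under a signal of 16. This number was therefore added to each signal before the log2 was taken, so that differences are shrunk towards 0 where a group is dim. Where the mean signal of a group lies under 16, the printed difference is a lower bound of its size. A single linear model in limma with 6 group means (population by genotype) gave every difference between groups, each population difference being the mean of the differences within the 2 genotypes. Probe sets were called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. The ratio of 3' to 5' signal of *Gapdh*, a measure of RNA and labelling quality, was 2.25 to 21.6 with a median of 5.01. Its highest value was that of P3 *Apc* replicate 117, while the other 2 samples of that group had 6.02 and 6.22. The highest signal on the array of replicate 117 was 16200, and on the other arrays it was 6139 to 8811. *Xist*, which is expressed from the inactive X chromosome of females, and genes of the Y chromosome were both present in 3 samples, *Apc* replicates 115, 116 and 117, and in the other 21 only the former (12 samples) or the latter (9 samples).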

Total RNA samples were then employed to hybridize oligonucleotide microarrays (Affymetrix Mouse Genome 430A 2.0 Array) according to conventional protocols.

First, the different tumour cell populations isolated from mice with different genotypes (*Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^) were compared by ANOVA (3 ways) with a FDR (false discovery rate) set at 0.05 to select for genes with ≥2-fold differential expression. Notably, the P3 (CSCs from both genotypes) vs. Lin^−^ (bulk; both genotypes) and P3 vs. P1+P2 comparisons resulted in significant differences and in the definition of two lists of differentially expressed probe sets (n = 1062 [851 non-redundant, annotated genes] and 746 [602 non-redundant, annotated genes], respectively; Tables S3 and S4). In this fashion, we identified a list of 587 differentially expressed probe sets from the intersection of the Lin- vs. P3 and P1+P2 vs. P3. 

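P3 cells had higher *Cdkn1c* and lower *Cxcl12* and *Hnf4a* than both other populations. Against Lin- cells, 161 probe sets were higher and 577 lower in P3 (738 in all, 549 named genes). Against P1+P2 cells, 603 were higher and 455 lower (1058 in all, 782 named genes). *Cdkn1c*, an inhibitor of cyclin-dependent kinases, rose by a log2 of 1.43 ± 0.22 (SE, adjusted p = 0.000217 from limma) and 2.51 ± 0.22 (SE). *Hes6*, a transcription factor that promotes differentiation, rose by 0.71 ± 0.15 (SE) over Lin-. *Cxcl12*, a chemokine of stromal cells, fell by 2.50 ± 0.30 (SE) on the log2 scale against Lin- and by 1.99 ± 0.30 (SE) against P1+P2. *Hnf4a*, a transcription factor of differentiated intestinal epithelium, fell by 0.81 ± 0.11 (SE) and 1.11 ± 0.11 (SE). The counts move with the number added before the log2. With 1 in place of 16 they were 1239 and 1981, and with 64 they were 320 and 461.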

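Among the probe sets called in both comparisons, 160 were higher and 366 lower in P3 (526 in all, 406 named genes), and 0 were called in opposite directions. Of the 484 with a single gene name, 184 separated all 8 P3 samples from all 16 others (41 higher, 143 lower). Among those that separated all P3 samples, the 10 largest rises, ranked by the smaller of the 2 differences, included *Lgr5* and the Wnt pathway genes *Nkd1* (log2 1.73 ± 0.31, SE, over Lin- and 3.03 ± 0.31, SE, over P1+P2) and *Tnfrsf19* (1.66 ± 0.21, SE, and 2.90 ± 0.21, SE). They also held *Sbspon* (1.76 and 2.98), *Nptx2* (1.63 and 2.19), *Creb3l4* (1.61 and 2.20), *Adgrg2* (1.60 and 2.68), *Ccdc141* (1.60 and 2.49), *Hebp2* (1.50 and 2.12) and *Itpr2* (1.49 and 2.13). The 10 largest falls of this kind were led by matrix genes, with *Col3a1*, which encodes a fibrillar collagen, at log2 -5.15 ± 0.40 (SE) and -4.34 ± 0.40 (SE) and the proteoglycan gene *Bgn* at -5.04 ± 0.44 (SE) and -3.62 ± 0.44 (SE). *Col5a2*, *Col1a2*, *Dcn*, *Dpt* and *Lum* fell by 3.71 or more on the log2 scale against Lin-. The others were the acute-phase genes *Hp* (a fall by at least 3.78 and 2.88) and *Saa3* (-3.80 and -3.26) and the chloride transporter gene *Slc26a3* (-3.24 and -3.18). Both comparisons share the 8 P3 samples, so their lists are not independent. Lists of these sizes drawn independently would share 2.16 higher and 5.83 lower probe sets. In 20 simulations of the shared samples without any change the overlap was 0, but data without changes give hardly any calls, so this does not measure the effect of sharing. The log2 differences of the 2 comparisons had a mean correlation of 0.503 in these simulations, from the shared samples alone, and 0.850 in the data. With the P3 samples split so that each comparison used other P3 samples, the overlap in 30 splits was 33 to 202 higher and 237 to 332 lower. The 2 comparisons are still not independent in these splits. All populations were sorted from the same mice, and the bulk Lin- cells include P1+P2 and P3 cells. With 1 in place of 16 added to the signals, 894 probe sets were in the intersection, and with 64 there were 231.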

The identified probe sets correspond to 482 genes (non-redundant) (Table S5).

The expression profiles obtained from the CSC-enriched subpopulations (Lin^−^CD24^hi^CD29^+^) of both genotypes (*Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^) differ from those of more differentiated (Lin^−^CD24^med^CD29^+^/CD24^lo^CD29^+^) and of the Lin^−^ bulk subpopulations as clearly visible in the hierarchical clustering (HCA) and principal component (PCA) analysis (Figure 3).

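P3 cells lay apart from both other populations on the first principal component of all probe sets (21.1% of the variance). Scores of P3 samples on it were 32.3 to 59.6 and those of Lin- and P1+P2 samples -46.6 to -0.1, and population accounted for 90.4% of their variance. Lin- and P1+P2 cells overlapped on this component. P1+P2 cells had 0 probe sets higher and 27 lower than Lin- cells (18 named genes), among them the imprinted RNA *H19* (signal 102 ± 59.8, SD, n = 8, against 626 ± 349, SD, n = 8). This count fell to 4 without Lin- *Apc* replicate 115 and rose to 41 without Lin- *Apc* replicate 46. In hierarchical clustering of all probe sets (average linkage on the correlation), the first 2 clusters set Lin- *Apc* replicate 115 and P3 *Apc* replicate 117 apart from the other 22 samples (adjusted Rand index 0.0243 against P3 or not). On the 1000 most variable probe sets, the first 2 clusters were the 8 P3 samples and the 16 others (adjusted Rand index 1), and the first component held 50.0% of the variance. With every probe set scaled to unit variance, population accounted for 0.0219% of the first component.

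**Figure D1:**
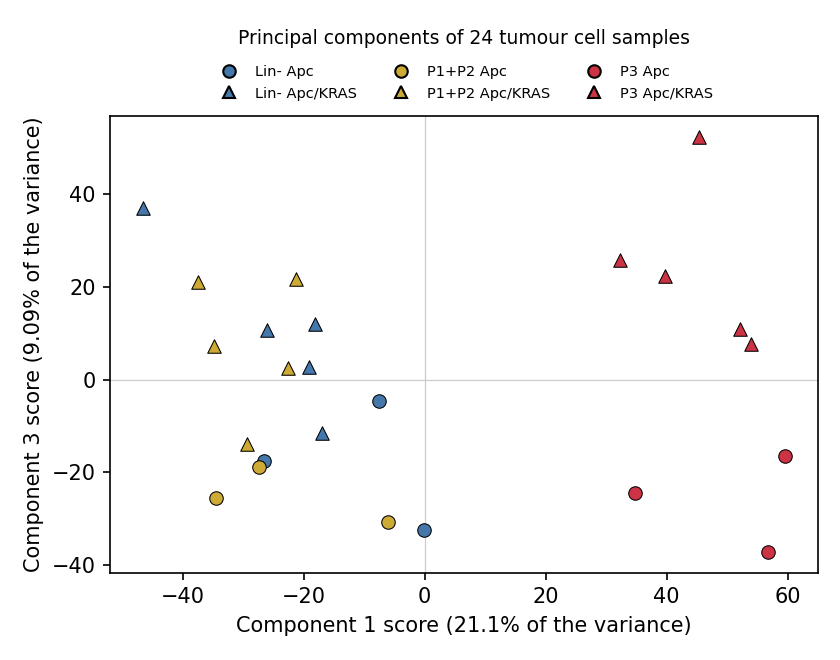
Scores of the 24 samples on principal components 1 (x axis, 21.1% of the variance) and 3 (y axis, 9.09%) of all tested probe sets, on the log2 scale, each point a sample, colours giving the population and markers the genotype. The P3 samples lie at 32.3 to 59.6 on component 1 and all others at or below -0.1.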

**Figure 3:**
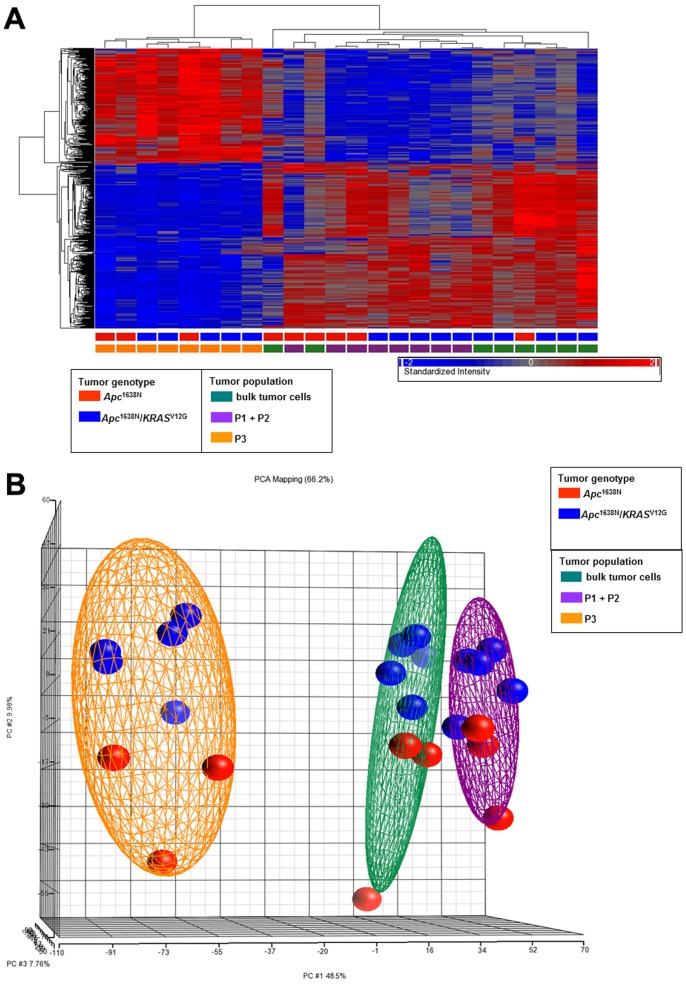
Expression profiling analysis of tumor cell subpopulations from *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours. (a.) Hierarchical clustering and (b.) Principal Components Analysis (PCA) (both implemented in Partek) of Lin^−^CD24^hi^CD29^+^ (P3), Lin^−^CD24^med^CD29^+^/Lin^−^CD24^lo^CD29^+^ (P1+P2, merged gate) and Lin^−^ (bulk) tumor cells from 5 individual mice of each genotype (*Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^). For better visualization individual colours were used for each group and in b. ellipsoids were drawn around the three tumour populations.

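*Mug1*, which encodes a protease inhibitor of plasma, was lower in *Apc*/*KRAS*-mutant samples over all populations, and the third component followed the genotype. On the log2 scale *Mug1* fell by at least 5.59 in P3 (adjusted p = 6.38e-07 from limma), 3.55 in P1+P2 (adjusted p = 0.00237) and 4.47 in Lin- (adjusted p = 4.24e-05), lower bounds because most *Apc*/*KRAS*-mutant signals lie under the added 16. *Gkn1*, *Tff2* and *Apoa4* passed over all populations, where p-values are too small because each mouse counts 3 times. *Gkn1* (1 of 2 probe sets), which encodes a secreted protein of the gastric mucosa, was lower by a log2 of -4.06 ± 0.36 (SE, adjusted p = 1.05e-06 from limma). *Tff2*, a trefoil factor of mucous cells, was lower (log2 -2.77 ± 0.54, SE). *Apoa4*, an apolipoprotein of enterocytes, was higher (log2 2.17 ± 0.49, SE). The calls of *Tff2* and *Apoa4* ended without *Apc* samples 115 to 117 (log2 -2.56 and 2.33). Genotype accounted for 1.45% of the variance of component 1, 11.3% of component 2 and 61.0% of component 3. Within a population each mouse has 1 sample, and exact tests of the scores on component 3 over all 56 splits gave p = 0.0179 in P3 (the smallest possible), 0.0357 in P1+P2 and 0.0536 in Lin-, without adjustment for the 9 tests. For components 1 and 2 the lowest was p = 0.161 (exact permutation test). Scores on component 3 were -14 to 52.4 in the 15 *Apc*/*KRAS*-mutant samples and -37.2 to -4.6 in the 9 *Apc*-mutant samples. In hierarchical clustering, the first 2 clusters had an adjusted Rand index of 0.125 against the genotype.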

Notably, the *Apc*- and *Apc*/*KRAS*-mutant genotypes are not resolved by HCA and PCA, possibly due to the relatively limited number of *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ tumour samples (n = 5 for each group) employed for the comparative expression profiling analysis, insufficient to highlight the allegedly more subtle differences between benign and malignant CSCs.

Next, from the above lists of differentially expressed probes between the P3 and other tumour cell populations we validated the expression of a total of 35 genes by quantitative real-time PCR (Table S2). The selection of validated genes includes, apart from the top up- and down-regulated genes, also additional members of the canonical Wnt signal transduction pathway, and genes known to play relevant roles in cancer. Overall, the vast majority of the selected genes (33/35) were validated for their differential expression by qPCR (Figure S1).

Gene ontology analysis [20] of the intersection signature revealed a rather broad spectrum of cellular functions, structures and processes among the up-regulated genes including extracellular matrix, cell adhesion, organ development and morphogenesis (Table S6). In particular, analysis of the genes differentially expressed in the CD24^hi^CD29^+^ cells from *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ tumours in comparison with bulk and more differentiated tumour cells, revealed several biological processes likely to play functional roles in cancer stemness. 

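*Col1a2* and *Dcn* were lower in P3 than in both other populations. Of 21 collagens, 0 were higher and 14 lower than in Lin- (15 lower when adjusted over the list alone), with a median log2 difference of -2.35 (adjusted p = 0.0591 with an estimated correlation from camera). Against P1+P2, 1 was higher (*Col16a1*, log2 0.62 ± 0.17, SE) and 12 were lower (4 and 14 when adjusted over the list alone; adjusted p = 0.349 with an estimated correlation). *Col1a2*, a chain of type I collagen, had a signal of 60.7 ± 35.3 (SD, n = 8) in P3, 1836 ± 768 (SD, n = 8) in Lin- and 1069 ± 714 (SD, n = 8) in P1+P2 cells. Of 37 matrix glycoproteins and proteoglycans, 3 were higher and 26 lower than in Lin- (3 and 28 when adjusted over the list alone) and 4 higher and 20 lower than in P1+P2 (6 and 21). With an estimated correlation this list gave an adjusted p = 0.0564 and 0.349. *Dcn*, which encodes the collagen-binding proteoglycan decorin, was lower by a log2 of -4.25 ± 0.33 (SE, adjusted p = 6.62e-08 from limma) than in Lin-. The matrix genes that rose over both populations were *Spock2* (1.17 ± 0.28, SE, over Lin-), *Thbs1* (0.96 ± 0.21, SE) and *Lama5* (0.48 ± 0.13, SE). Among 34 cell adhesion molecules, 3 were higher and 8 lower than in Lin- (5 and 11 when adjusted over the list alone) and 6 higher and 9 lower than in P1+P2 (6 and 10), with an adjusted p = 0.240 with an estimated correlation against Lin-. *Cdh13*, a cadherin without a transmembrane domain, rose by a log2 of 1.02 ± 0.24 (SE) over Lin- and *Cdh11*, a cadherin of mesenchymal cells, fell by at least 2.21. Of 33 Hox and morphogenesis transcription factors, 0 were higher and 6 lower than in Lin- (7 when adjusted over the list alone) and 3 lower than in P1+P2 (1 when adjusted over the list alone). *Tcf21* (log2 at most -1.61) and *Foxf1* (log2 -1.06 ± 0.13, SE), regulators of mesenchymal development, fell against Lin- (adjusted p = 0.220 for the list with an estimated correlation). The fibroblast list shares members with the matrix lists, and its 7 markers that are no matrix proteins had a median log2 difference of -1.44 between P3 and Lin- (-3.47 to -0.17).

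**Figure D2:**
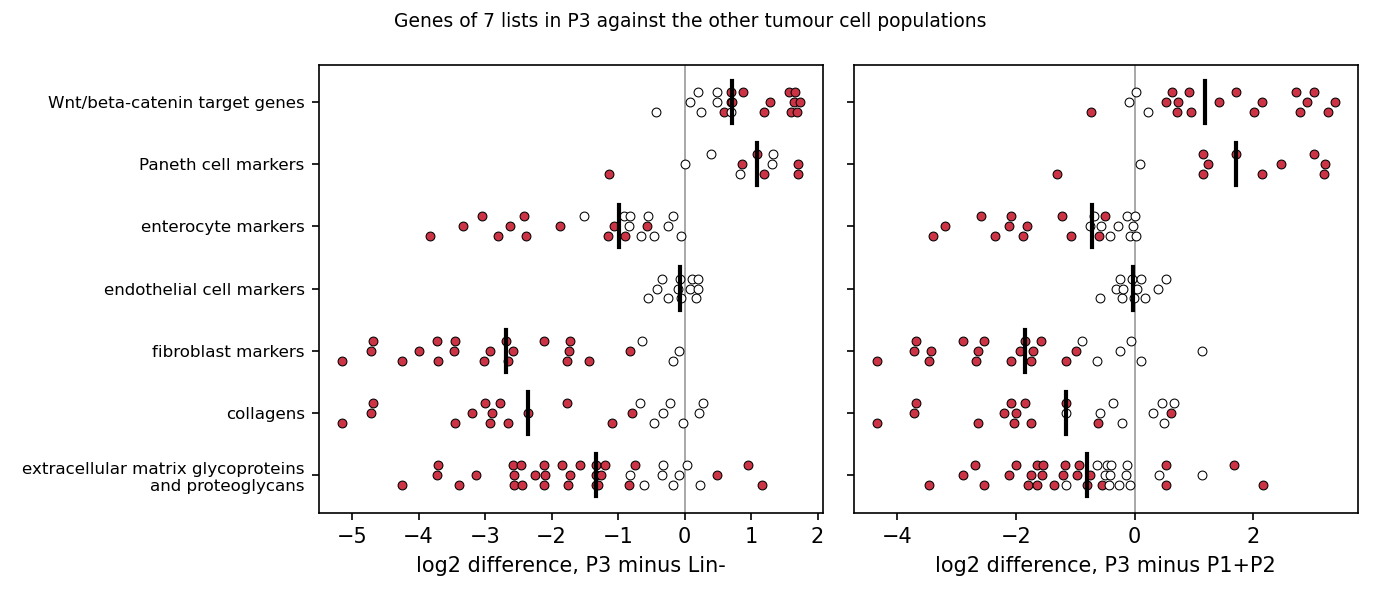
Log2 differences of P3 from Lin- (left) and from P1+P2 (right) on the x axis for the genes of 7 lists on the y axis, each point a gene, filled where the adjusted p is under 0.05, and each bar the median of a list. The collagen median is -2.35 against Lin- and -1.16 against P1+P2.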

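P3 cells had lower *Fabp1* and *Alpi* and higher *Spdef* and *Dclk1* than Lin- cells. Of 22 enterocyte markers, 12 were lower in P3 than in Lin- and 12 than in P1+P2 (17 and 13 when adjusted over the list alone), and 0 were higher. With an estimated correlation the enterocyte list gave an adjusted p = 0.0679 and 0.308 from camera. *Fabp1*, a fatty acid binding protein, fell by 3.83 ± 0.40 (SE, adjusted p = 2.17e-06 from limma) on the log2 scale against Lin- and *Alpi*, intestinal alkaline phosphatase, by 3.33 ± 0.38 (SE). Among 14 goblet cell markers, 5 were higher and 2 lower than in Lin- (7 and 2 when adjusted over the list alone) and 7 and 2 against P1+P2 (8 and 2). Their adjusted p was 0.408 and 0.390 with an estimated correlation. *Spdef*, a transcription factor of goblet cells, rose by a log2 of 1.24 ± 0.25 (SE) over Lin-, and *Zg16*, a lectin of mature goblet cells, fell by 2.36 ± 0.36 (SE). For 11 tuft cell markers, 4 were higher than in Lin- and 5 than in P1+P2 (6 and 6 when adjusted over the list alone), with *Dclk1* at a log2 of 0.95 ± 0.19 (SE) over Lin- (adjusted p = 0.121 and 0.0890 for the list with an estimated correlation). In the list of 22 enteroendocrine markers, 0 passed against Lin- in limma (0 when adjusted over the list alone) and 5 were higher than in P1+P2 (7 when adjusted over the list alone), among them *Neurog3*, the transcription factor that specifies these cells (log2 1.29 ± 0.32, SE). The list gave an adjusted p = 0.483 and 0.626 with an estimated correlation. Of 23 proliferation genes, 1 was lower than in Lin- (*Ccna2*, 1 when adjusted over the list alone) and 8 were lower than in P1+P2 (11 when adjusted over the list alone). *Ccna2*, a cyclin of S phase and mitosis, fell by 0.67 ± 0.09 (SE) on the log2 scale and *Mki67* by 0.59 ± 0.14 (SE) against P1+P2 (adjusted p = 0.308 for the list with an estimated correlation). Of 20 Notch pathway genes, 2 were higher and 3 lower than in Lin- (3 and 3 when adjusted over the list alone) and 3 higher and 2 lower than in P1+P2 (3 and 2), with the feedback gene *Nrarp* lower by a log2 of -1.01 ± 0.15 (SE). Of 19 MAPK feedback and target genes, 4 were higher and 1 lower than in Lin- (4 and 4 when adjusted over the list alone) and 6 higher and 3 lower than in P1+P2 (6 and 4). Of 15 genes that respond to tissue dissociation, 2 were higher than in Lin- and 3 than in P1+P2 (3 and 3 when adjusted over the list alone), with *Atf3* at 0.47 ± 0.10 (SE) over Lin- (adjusted p = 0.304 for the list with an estimated correlation).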

First, as also shown by the intracellular accumulation of active β-catenin, several targets and members of the Wnt signalling cascade are differentially expressed in the P3 signature including *Lgr5*, *Mmp2* and *Mmp7*, *Dkk2*, *Pla2g2a*, *Prox1*, *Sox17*, *T* (brachyury), *Wif1*, and *Fzd5*. 

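Of the 12 Wnt genes that the paper names, 11 have a probe set by the annotation. Of these 11, 8 were higher and 2 lower in P3 than in Lin- (9 and 2 when adjusted over the list alone), and 9 were higher and 2 lower than in P1+P2 (9 and 2 when adjusted over the list alone). The study chose this list on these samples, so its direction is not independent evidence, and its call holds with an estimated correlation (adjusted p = 0.0263 and 0.00902 from camera). *Mmp7*, a matrix metallopeptidase, had a signal of 3056 ± 677 (SD, n = 8) in P3 and 1349 ± 457 (SD, n = 8) in Lin- cells, a log2 difference of 1.19 ± 0.25 (SE, adjusted p = 0.00317 from limma). *Wif1*, a secreted Wnt inhibitor, had 1905 ± 601 (SD, n = 8) and 652 ± 309.6 (SD, n = 8), a log2 difference of 1.60 ± 0.39 (SE, adjusted p = 0.0117). *Sox17* rose by 1.08 ± 0.29 (SE) over Lin- and 1.85 ± 0.29 (SE) over P1+P2. *Dkk2* rose by 1.52 ± 0.25 (SE) over P1+P2 and had a log2 difference of 0.79 ± 0.25 (SE, adjusted p = 0.0581) from Lin-. *Fzd5*, a Wnt receptor, fell from 705 ± 171 (SD, n = 8) in Lin- and 770.05 ± 95.1 (SD, n = 8) in P1+P2 to 298 ± 75.8 (SD, n = 8) in P3, a log2 difference of -1.13 ± 0.15 (SE) and -1.31 ± 0.15 (SE). *Mmp2*, a matrix metallopeptidase that is also in the list of fibroblast markers, fell by 2.69 ± 0.36 (SE) and 1.71 ± 0.36 (SE) on the log2 scale. *T*, read from the probe set that the supplementary table gives, is outside these counts and rose in both comparisons. In P1+P2 cells, 0 of the 11 genes were higher and 2 lower than in Lin- (0 and 9 when adjusted over the list alone). Among 40 Wnt ligands, receptors and secreted inhibitors, 6 were higher and 8 lower in P3 than in Lin- (9 and 9 when adjusted over the list alone) and 9 higher and 8 lower than in P1+P2 (12 and 8). *Sfrp1*, a secreted Wnt inhibitor, fell by 2.63 ± 0.27 (SE) against Lin- and *Rspo3*, which enhances Wnt signalling, by at least 2.12. Without *Apc* samples 115 to 117 the calls of *Wif1* (1.63) and *Sox17* (1.15) against Lin- ended, and that of *Dkk2* passed (1.01). That of *Sox17* also ended without Lin- *Apc* replicate 106 (0.90) or P3 *Apc* replicate 52 (0.83), and that of *Dkk2* passed without Lin- *Apc* replicate 115 (1.10), Lin- *Apc*/*KRAS* replicate 97 (0.84) or P3 *Apc*/*KRAS* replicate 60 (0.86).

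**Figure D3:**
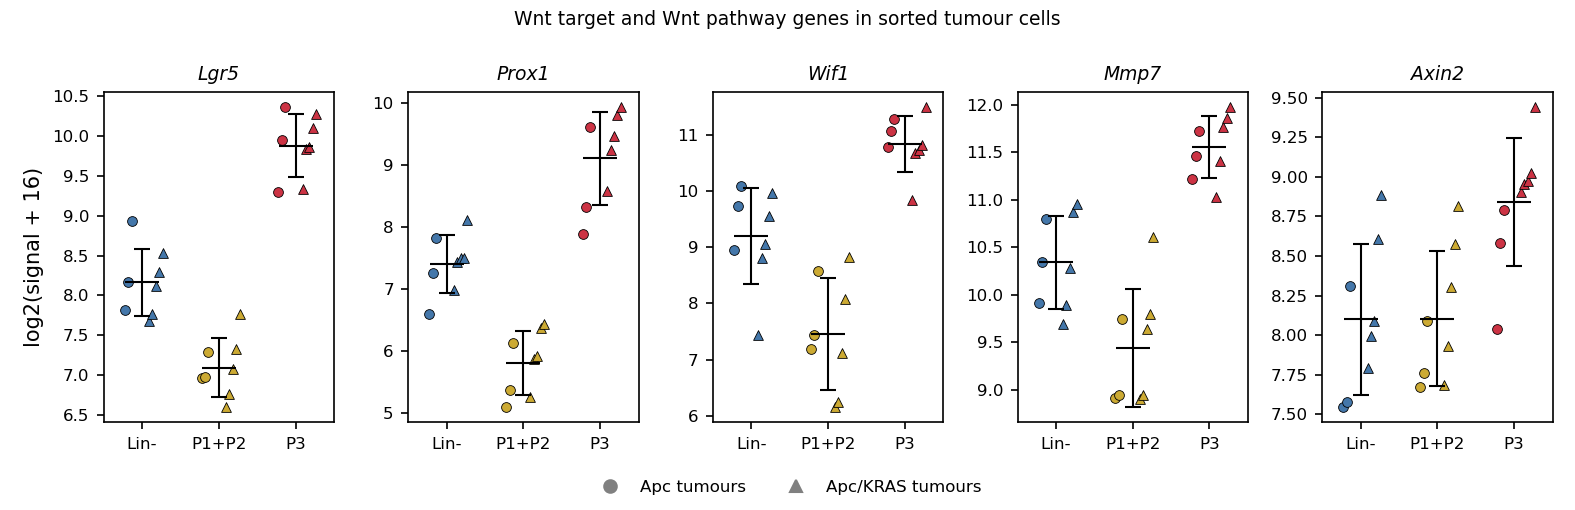
Log2(signal + 16) on the y axis for *Lgr5*, *Prox1*, *Wif1*, *Mmp7* and *Axin2* in Lin-, P1+P2 and P3 samples on the x axis, circles *Apc*-mutant and triangles *Apc*/*KRAS*-mutant samples, bars the mean ± SD (n = 8). In the model, which weights the genotypes equally, *Wif1* in P3 is 1.60 above Lin- and 3.37 above P1+P2, and *Axin2* 0.72 and 0.71.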

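*Lgr5*, which encodes a receptor for R-spondins, had a signal of 956 ± 250.3 (SD, n = 8) in P3, 282 ± 94.5 (SD, n = 8) in Lin- and 124 ± 38.0 (SD, n = 8) in P1+P2 cells. The log2 difference of P3 was 1.69 ± 0.20 (SE, adjusted p = 1.21e-05 from limma) from Lin- and 2.79 ± 0.20 (SE, adjusted p = 9.82e-09) from P1+P2, and each of the 8 P3 samples was above all 16 others. Of 15 measured markers of crypt base columnar stem cells, 6 were higher and 1 lower in P3 than in Lin- (8 and 1 when adjusted over the list alone), and 7 were higher and 1 lower than in P1+P2 (8 and 1). The list gave an adjusted p = 0.0263 against Lin- and 0.0634 against P1+P2 with an estimated correlation from camera. *Znrf3* rose by a log2 of 0.88 ± 0.18 (SE) and *Rnf43* by 0.69 ± 0.15 (SE) over Lin-; both encode ligases that remove Wnt receptors. *Smoc2*, a matricellular protein, rose by 1.09 ± 0.24 (SE) over P1+P2. *Ascl2*, a transcription factor of these stem cells, differed by a log2 of 0.20 ± 0.16 (SE, adjusted p = 0.594) from Lin- and did not pass the test. *Olfm4*, a secreted glycoprotein, fell by 1.41 ± 0.29 (SE) on the log2 scale against P1+P2. Of 5 reserve stem cell markers, 1 was higher than in Lin- and 2 were higher than in P1+P2, or 3 and 4 when adjusted over the list alone (adjusted p = 0.217 and 0.349 with an estimated correlation).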

The presence of *Lgr5* among the upregulated genes is of interest as it indicates that this well-known marker of normal cycling stem cells in the mouse intestine [21] might also represent a useful CSC marker in mouse intestinal tumours as recently demonstrated by lineage tracing [22]. Also, the transcription factor *Prox1*, a direct and dose-dependent target of the Wnt/β-catenin signalling pathway, was upregulated in the P3 population. 

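*Prox1* had a signal of 597 ± 276 (SD, n = 8) in P3, 161 ± 55.9 (SD, n = 8) in Lin- and 43.1 ± 19.9 (SD, n = 8) in P1+P2 cells. The log2 difference of P3 was 1.64 ± 0.26 (SE, adjusted p = 0.000289 from limma) from Lin- and 3.25 ± 0.26 (SE, adjusted p = 3.93e-08) from P1+P2.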

*Prox1* was previously shown to promote dysplasia in colonic adenomas and colorectal cancer progression [23]. However, we could not find any significant differences between *Prox1* expression levels between *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ tumour cells both in the original microarray data and upon qPCR validation (Figure S1). This observation reflects a more general lack of significant differences between the P3 populations of *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ tumours, as also shown by hierarchical clustering and PCA analysis (Figure 3a and b, respectively). 

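In P3 cells the log2 difference of *Prox1* between *Apc*/*KRAS*- and *Apc*-mutant samples was 0.80 ± 0.37 (SE, n = 5 and 3, adjusted p = 0.413 from limma), and over all populations it was 0.51 ± 0.22 (SE, adjusted p = 0.225). Among the Wnt genes that the paper names, *Sox17* was higher in *Apc*/*KRAS*-mutant samples over all populations (log2 1.27 ± 0.24, SE, adjusted p = 0.00408), and the other 10 with an annotated probe set did not pass. The p-values over all populations are too small, since each mouse counts 3 times. *Lgr5* differed by a log2 of -0.06 ± 0.17 (SE) between the genotypes.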

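In P3 cells, 117 probe sets were higher and 33 lower in *Apc*/*KRAS*- than in *Apc*-mutant samples (150 in all, 66 named genes). *Mug1*, which encodes a protease inhibitor of plasma, fell by at least 5.59 on the log2 scale in *Apc*/*KRAS*-mutant samples (n = 5 and 3, adjusted p = 6.38e-07 from limma), with signals of 2.46 to 35.7 there. *Gkn1* (the other probe set, -4.10 ± 0.73, SE) and *Gkn2* (-5.04 ± 0.99, SE), which encode secreted proteins of the stomach, were lower. *Pdxdc1* (1 of 4 probe sets) was higher by a log2 of at least 4.94. Over all populations this probe set had signals of 0.573 to 7.62 in *Apc*-mutant samples, below the added 16 that sets the size of the difference, and 474 to 716 in *Apc*/*KRAS*-mutant samples, while the other 3 *Pdxdc1* probe sets had log2 differences of -0.76, -0.27 and -0.84. *Fabp1* (3.05 ± 0.57, SE) and *Smox*, a polyamine oxidase (1.85 ± 0.28, SE), were higher. With the arrays centred on their medians, 39 were higher and 19 lower (58 in all), and with quantile normalization 72 were called. The count rests on single samples. It was 3 with only the P3 samples in the model, 3 without P3 *Apc* replicate 117, 56 without P3 *Apc* replicate 108, 363 without P3 *Apc* replicate 52, and 37, 69 and 58 without P3 *Apc*/*KRAS* replicates 60, 84 and 93. Without P3 *Apc* replicate 117 the calls of *Gkn1* (-3.49), *Gkn2* (-4.21), *Fabp1* (2.57) and *Smox* (1.66) ended, and that of *Gkn2* also without P3 *Apc* replicate 108 (-5.04) or P3 *Apc*/*KRAS* replicate 60 (-4.73). With the *Gapdh* ratio of each sample in the model, as added after the data were seen, the count was 15. Of all 45037 probe sets, 0 were called in limma for a population difference that differs between the genotypes, in either comparison. At an unadjusted p under 0.05 in limma there were 2463 for P3 against Lin- and 2009 for P3 against P1+P2. Without P3 *Apc* replicate 52 the calls were 3 and 8. In simulated data 21% of true 2-fold differences of this kind were called for P3 against Lin-, so 0 calls do not show that the genotypes are alike.

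**Figure D4:**
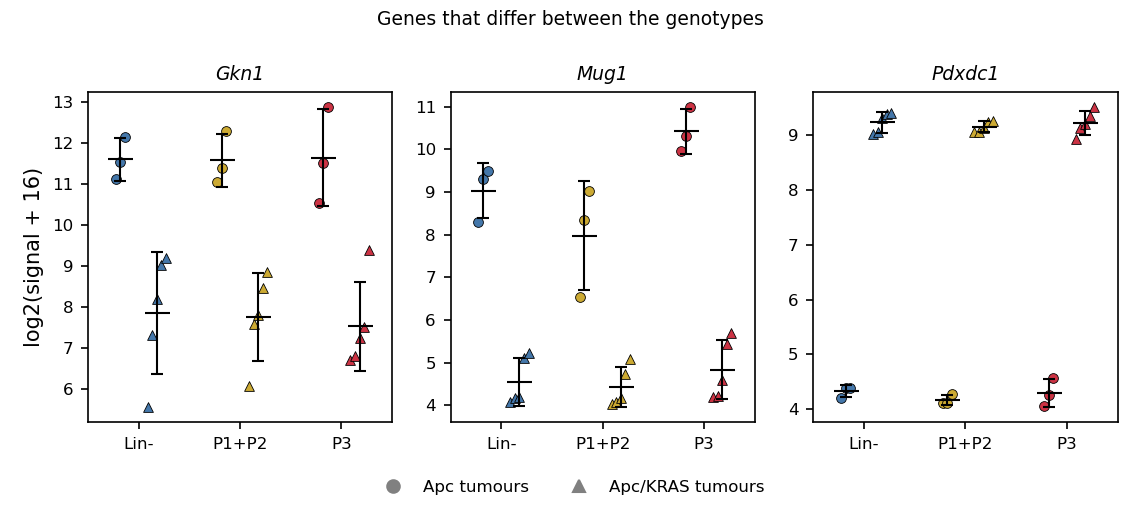
Log2(signal + 16) on the y axis for *Gkn1*, *Mug1* and *Pdxdc1* in the 6 groups on the x axis, each point a sample, bars the mean ± SD (n = 3 *Apc*-mutant, n = 5 *Apc*/*KRAS*-mutant). In P3, *Gkn1* differs by -4.10 between the genotypes, *Mug1* fell by at least 5.59 and *Pdxdc1* rose by at least 4.94.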

In our previous study [14], expression profiling of bulk tumours from *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ mice also did not resolve the two genotypes. In fact, only the relative number of tumour cells with nuclear β-catenin could significantly distinguish between *Apc* ^1638N/+^ from *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours [14].

Apart from Wnt, additional signalling pathways are represented by the differentially regulated genes as shown by the differential expression of *Bmp7* and *Bmper* (Bmp signaling), *Fgfbp1*, *Fgfrl1*, and *Etv5* (fibroblast growth factor receptors, binding proteins and transcription factors), and *Igf1*, *Igfbp1*, *Igfbp5*, and *Igfbp7* (insulin-like growth factors and binding proteins).

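Of the 9 Bmp, Fgf and Igf genes that the paper names, 3 were higher and 5 lower in P3 than in Lin- (4 and 5 when adjusted over the list alone), and 4 were higher and 5 lower than in P1+P2 (4 and 5). The study chose these genes on these samples. *Bmp7*, a secreted Bmp ligand, rose by a log2 of 1.12 ± 0.19 (SE, adjusted p = 0.000524 from limma) over Lin-, from 52.0 ± 22.6 (SD, n = 8) to 133 ± 42.1 (SD, n = 8). *Bmper*, which binds Bmp ligands outside the cell, fell by at least 1.89 on the log2 scale. *Etv5*, a transcription factor downstream of Fgf receptors (1.48 ± 0.23, SE), and the decoy receptor gene *Fgfrl1* (1.40 ± 0.25, SE) rose over Lin-, and *Fgfbp1*, which releases Fgfs from the matrix, fell (-0.97 ± 0.14, SE). *Igf1*, a growth factor that stromal cells secrete, fell from 533 ± 239.6 (SD, n = 8) in Lin- to 25.3 ± 20.8 (SD, n = 8) in P3, a log2 difference of -3.88 ± 0.41 (SE). The binding proteins *Igfbp5* (-3.69 ± 0.38, SE) and *Igfbp7* (-2.99 ± 0.29, SE) fell too. *Igfbp1* rose by 2.64 ± 0.50 (SE) over P1+P2, and its log2 difference from Lin- was 1.58 ± 0.50 (SE, adjusted p = 0.0612). The latter passed without Lin- *Apc* replicate 115 (2.03), Lin- *Apc*/*KRAS* replicate 79 (1.71), P3 *Apc* replicates 108 (1.94) or 52 (1.87), P3 *Apc*/*KRAS* replicate 60 (1.70) or *Apc* samples 115 to 117 (1.39). In the wider pathway lists, 5 of 27 Bmp genes were higher and 7 lower than in Lin- (6 and 7 when adjusted over the list alone), and 8 higher and 5 lower than in P1+P2 (8 and 7). The list's median against Lin- was above 0 (log2 0.12) and its mean below (-0.12). Of 20 Fgf genes, 3 were higher and 3 lower than in Lin- (5 and 4 when adjusted over the list alone), and 6 and 3 against P1+P2 (7 and 4). Of 16 Igf genes, 1 was higher (*Igfbp2*, log2 1.05 ± 0.22, SE) and 5 were lower than in Lin- (3 and 5 when adjusted over the list alone, adjusted p = 0.353 with an estimated correlation), and 4 were higher and 4 lower than in P1+P2 (4 and 6). The Bmp, Fgf and Igf genes that fell most against Lin-, *Igf1*, *Igfbp5*, *Igfbp7* and *Bmper*, fell beside the fibroblast marker *Pdgfra* (log2 at most -3.47).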

Overall, these results show that CSCs from *Apc*- and *Apc*/*KRAS*-mutant tumours have distinct expression profiles from other tumour cell populations and are characterized by increased Wnt signalling activity, in agreement with their enhanced levels of intracellular β-catenin, together with other signalling pathays (Bmp, Igf), and by the expression of Paneth cell-specific genes.

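*Lgr5* was higher and *Col3a1* lower in P3 than in Lin- within each genotype. Both are among the genes ranked above for separating all P3 samples from all others, which fixes their direction in each genotype. They are thus no independent evidence that the genotypes share it. In *Apc*/*KRAS*-mutant tumours (n = 5 per group), 321 probe sets were higher and 591 lower in P3 than in Lin-, and in *Apc*-mutant tumours (n = 3 per group) 43 were higher and 312 lower in limma. The log2 difference of *Lgr5* was 1.80 ± 0.25 (SE) in *Apc*/*KRAS*- and 1.57 ± 0.32 (SE) in *Apc*-mutant tumours, and that of *Col3a1* was -4.68 ± 0.49 (SE) and -5.63 ± 0.64 (SE). The count in *Apc*-mutant tumours was 101 without Lin- *Apc* replicate 106. The paper concludes that these cells have increased Wnt signalling activity. It rests this on Wnt targets and Wnt pathway genes, on arrays and by qPCR, and on the raised intracellular β-catenin of P3 in *Apc*/*KRAS*-mutant tumours. In *Apc*-mutant tumour cells, by the legend of Figure S4, the antibody against active β-catenin gave almost no signal. From the Bmp, Igf and Paneth cell genes in the lists, the paper concludes that other signalling pathways and Paneth cell-specific expression also mark the population. From the separation of the profiles it concludes that P3 differs from the other tumour cells in both genotypes.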

## Discussion

Mutations in the *APC* tumour suppressor gene represent the main initiating and rate-limiting event in the adenoma-carcinoma sequence leading to colon cancer in man [1]. Loss of *APC* function leads to the constitutive activation of the canonical Wnt/β-catenin signalling pathway known to play crucial roles in the regulation of self-renewal and differentiation in a broad spectrum of tissue-specific stem cell niches including the intestinal crypt and, accordingly, in the onset of many cancer types [24]. Constitutive Wnt signalling activation in the intestinal epithelium triggers adenoma formation and represents a necessary, though insufficient, step for malignant transformation. Somatic mutations in *KRAS*, *BRAF*, *TP53*, and *SMAD4* usually underlie the further progression of the benign tumour into locally invasive adenocarcinoma and metastasis at distant organ sites [1]. Mutations in the endogenous mouse *Apc* gene also lead to intestinal polyp formation, though mainly located in the upper GI tract. Notably, mouse *Apc*-driven intestinal adenomas do not spontaneously accumulate *Kras* or *Tp53* somatic mutations and, accordingly, very rarely progress to adenocarcinomas [12].

In our laboratory, we have generated the *Apc* ^1638N/+^ mouse model encoding for a hypomorphic *Apc* mutation resulting in few (5–6) upper GI adenomas, longer survival, and an increased chance of spontaneous malignant transformation though only in animals older than 1 year [10], [11], [12]. In contrast, compound heterozygous *Apc* ^1638N/+^/*KRAS* ^V12G^ mice are characterized by increased tumour multiplicity (∼10 fold) and accelerated malignant progression with the majority of lesions being locally invasive adenocarcinomas [14]. Notably, oncogenic activation of *KRAS*/*Kras* on its own is insufficient to initiate intestinal tumorigenesis [25], if not with late onset and upon somatic inactivation of the *Tp53* gene [13]. Hence, the dramatic phenotypic differences brought about by oncogenic activation of the *KRAS* gene in compound *Apc* ^1638N/+^/*KRAS* ^V12G^ mice results from its synergistic action in promoting canonical Wnt signalling, as shown by the increase in TOP-Flash reporter activity and in the number of tumour cells earmarked by nuclear β-catenin accumulation [14].

The observed relative increase in the number of *Apc* ^1638N/+^/*KRAS* ^V12G^ tumour cells earmarked by nuclear β-catenin is of importance in view of the so-called “β-catenin paradox” [7]: notwithstanding the fact that loss of *APC* function is common to all tumour cells and is predicted to result in the intracellular and nuclear accumulation of β-catenin, this is only observed in a minority of cancer cells undergoing an epithelial-to-mesenchymal transition (EMT) and non-randomly distributed at the invasive front of the tumour mass [4], [5] (see also Fig. 2a). This observation led to the hypothesis according to which nuclear β-catenin earmarks stem-like intestinal tumour cells with higher Wnt signalling activity capable of detaching from the primary mass and efficiently disseminate and home in distal, vital organs [6], [19], [26].

Here, we attempted the prospective purification of cancer stem cells (CSCs) from *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours. Notably, the presence of tumour-initiating cells, could not be demonstrated in *Apc* ^1638N/+^ tumours. According to the operational CSC definition, namely their capacity to form tumours upon limiting dilution transplantation into recipient mice, *bona fide* CSCs are either absent or extremely rare (>10^−6^) in the intestinal lesions characteristic of *Apc* ^1638N/+^ mice. In contrast, the malignant transformation and accelerated adenoma-carcinoma sequence brought about by the gut-specific expression of oncogenic *KRAS* result in the establishment of a subpopulation of tumour-initiating cells (estimated as 1 in approx. 7×10^4^ bulk tumour cells). The observed lack of grafting potential by cells derived from *Apc* ^1638N/+^ tumours is not surprising in view of previous studies showing that both established adenoma cell lines and primary human adenomas cannot form tumours even when injected at very high multiplicities (∼10^7^) [27], [28], [29], [30]. This is also in agreement with the recent study by C. Blanpain and colleagues showing that benign papillomas of the skin form secondary tumours at very low frequencies exclusively when transplanted together with stroma cells [31]. Of note, although the tumours here utilized for the transplantation and expression profiling analyses were not analysed by histopathology to maximize the number of cells available for these assays, it is safe to assume that the employed *Apc* ^1638N/+^ tumours were adenomas, whereas those from *Apc* ^1638N/+^/*KRAS* ^V12G^ animals were adenocarcinomas. This assumption is based on our own 10-yrs long experience with the histo-pathological analysis of the intestinal tumours found in these inbred models, in agreement with the original descriptions [10], [11], [12], [14].

Overall, these results call for a revision of the current operational definition of CSCs, especially when dealing with benign lesions where the alleged subpopulation of stem-like tumour cells are unlikely to form tumours upon transplantation in immune-deficient animals. Alternatively, it is also plausible to think that benign tumours do not encompass a *bona fide* subpopulation of CSCs and that the true cancer stem cell properties are acquired only upon malignant transformation.

CSCs enrichment (approx. 20–25 fold) was observed in the CD24^hi^CD29^+^ subpopulation (here also referred to as P3) of tumour cells from *Apc* ^1638N/+^/*KRAS* ^V12G^ mice. Notably, P3 cells are characterized by increased intracellular β-catenin accumulation thus indicating enhanced Wnt signalling activity and validating previously proposed models [6], [7]. These results are in apparent contradiction with a recent publication showing that oncogenic *Kras* activation does not result in the expansion of the intestinal stem cell pool [25]. However, these observations were made in an otherwise wild type genetic background (e.g. *Apc*-proficient) rather than in the context of constitutive Wnt activation resulting from loss of *Apc* gene function. As previously shown, *Apc* and *KRAS* mutations appear to be synergistic in enhancing Wnt signalling levels [14] and as such result in the expansion of the CSC compartment (earmarked by β-catenin intracellular accumulation) as shown here.

The CSCs concept [3] postulates that tumour masses are organized in a hierarchical fashion with a subpopulation of stem-like tumour cells endowed with self-renewal and differentiation capacity which underlie tumour maintenance and growth. Subpopulations of cancer cells enriched in CSCs have been isolated from the majority of tumour types, including colon cancer [15], [16], [17], [18]. However, apart from their capacity to recapitulate tumorigenesis when transplanted at limiting dilutions in immune-deficient mice, CSCs need to be further characterized by additional assays to test their self-renewal and differentiation capacity. As shown here, the CSCs enriched in the P3 subpopulation of *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours are also characterized by self-renewal and differentiation: the relative size of the CSC subpopulation remains constant in serially transplanted tumours and the resulting malignant growths encompass several differentiated cell types (enterocytes, Goblet and Paneth cells) similar to the primary lesions. Notably, an apparent increase in the relative presence of intestinal differentiation lineages, namely Goblet, Paneth, and entero-endocrine cells, was noted among the serially transplanted intestinal tumours when compared with the primary *Apc* ^1638N/+^/*KRAS* ^V12G^ lesions. However, this was not reflected by a corresponding increase in the size of the CD29/CD24 tumor subpopulations as observed by FACS (Figure S3). Also, as these transplantation assays were subcutaneous and not orthotopic, it is likely that fluctuations in the incidence of specific lineages results from the influence of the host microenvironment on the CSCs’ self-renewal and differentiation rates.

Expression profiling analysis of CD24^hi^CD29^+^ cells from *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ tumours in comparison with bulk and more differentiated tumour cells revealed several biological processes likely to play functional roles in cancer stemness. Gene ontology (GO) analysis [20] of the P3 signature revealed a broad spectrum of biological and molecular functions (Table S6). Of note, protein (mainly growth factors) binding activity and extracellular matrix (ECM) structural constituents seems to characterize the expression profile of the P3 subpopulation of tumour cells. 

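The 8 measured genes that Table S6 lists as extracellular matrix structural constituents were all lower in P3 than in Lin- and than in P1+P2 (0 higher and 8 lower in each, 8 and 8 when adjusted over the list alone). Their median log2 differences were -2.98 and -2.03. All 7 genes listed for binding of platelet-derived growth factor were lower in both comparisons (7 and 7 when adjusted over the list alone), with medians of -3.20 and -2.21. With an estimated correlation both lists hold against Lin- (adjusted p = 0.0263 for each from camera) and not against P1+P2 (adjusted p = 0.0890 for each). *Col4a1*, a collagen of basement membranes that is in both lists, had a signal of 81.7 ± 62.3 (SD, n = 8) in P3, 799.5 ± 305 (SD, n = 8) in Lin- and 443 ± 323 (SD, n = 8) in P1+P2 cells, a log2 difference of -3.20 ± 0.45 (SE, adjusted p = 6.5e-05 from limma) from Lin-. *Pdgfra*, a receptor of platelet-derived growth factor on fibroblasts, fell from 354 ± 159 (SD, n = 8) in Lin- to 15.4 ± 9.49 (SD, n = 8) in P3. The study drew both lists from these samples, and 6 of the 7 binding genes are collagens.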

Whereas the former (growth factor binding) may represent the main mechanism underlying the activity of specific signalling pathways in CSCs, ECM components are likely to play a rate/limiting supportive role in the regulation of essential stem cell properties cells (eg, self-renewal, multipotency, proliferation, and differentiation). Stem cell niches are known to be regulated by direct and paracrine interactions with supporting cells and the extracellular matrix. Likewise, cancer-associated fibroblasts and other (e.g. inflammatory) cellular components of the tumour microenvironment modulate the CSC niche not only by releasing specific growth factors and cytokines but also through the synthesis of modified ECM components rarely found in normal tissues [32]. Nevertheless, one should not forget that the P3 subpopulation is enriched in stem-like tumour cells and by no means represents purified CSCs. Hence, bioinformatic analysis of the corresponding gene profiles might be confounded by the presence of different cellular components which do not make integral part of the CSC subpopulation and should be interpreted with caution. 

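*Thy1*, *Pdgfrb* and *Mylk*, genes of fibroblasts, pericytes and smooth muscle, were lower in P3 than in Lin-. Of 23 fibroblast markers, 0 were higher and 20 lower in P3 than in Lin- (20 when adjusted over the list alone), and 17 were lower than in P1+P2 (1 higher and 18 lower when adjusted over the list alone). The fibroblast list gave an adjusted p = 0.0263 against Lin- and 0.165 against P1+P2 with an estimated correlation from camera. *Thy1*, a surface protein of fibroblasts, fell by 1.74 ± 0.24 (SE) and *Pdgfrb*, a receptor of fibroblasts and pericytes, by 3.02 ± 0.35 (SE) on the log2 scale against Lin-. Of 12 smooth muscle and pericyte markers, 8 were lower than in Lin- and 3 than in P1+P2 (9 and 5 when adjusted over the list alone), with *Mylk*, myosin light chain kinase, at a log2 of -1.49 ± 0.20 (SE, adjusted p = 3.38e-05 from limma). The list gave an adjusted p = 0.0679 and 0.393 with an estimated correlation. For 12 endothelial markers (median log2 -0.07 and -0.03) and 5 erythroid markers (-0.05 and -0.07), 0 passed in either comparison, also when adjusted over the list alone. Endothelial genes were high in Lin- *Apc*/*KRAS* replicate 53, with *Vwf* at a signal of 893 against 1.37 to 17.1 in the other 4 samples of its group. Of 15 leukocyte markers, 1 was higher (*Lyz2*) and 2 were lower than in Lin- (1 and 6 when adjusted over the list alone), and 1 was higher than in P1+P2 (1 when adjusted over the list alone). *Lyz2*, a lysozyme of macrophages that Paneth cells also express, rose by a log2 of 1.56 ± 0.32 (SE) over Lin-. Of 9 enteric glia and neuron markers, 1 was higher and 1 lower than in Lin- (1 and 1 when adjusted over the list alone) and 1 lower than in P1+P2 (1 when adjusted over the list alone). Of 18 epithelial markers, 2 were higher and 5 lower than in Lin- (2 and 5 when adjusted over the list alone) and 2 higher and 5 lower than in P1+P2 (2 and 6). The general epithelial gene *Epcam* had a log2 difference of 0.19 ± 0.13 (SE, adjusted p = 0.542) from Lin- and did not pass. Of 7 genes of the sorting and lineage gates, 0 were higher and 1 lower than in Lin- (1 and 2 when adjusted over the list alone), and 1 was higher and 1 lower than in P1+P2 (1 and 1). *Cd24a*, the antigen of the gate, rose over P1+P2 (log2 0.77 ± 0.16, SE), and *Itgb1*, which encodes CD29, differed by 0.17 ± 0.18 (SE, adjusted p = 0.694).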

Recently, a signature that predicts disease relapse in colon cancer in man was developed based on mouse intestinal stem cells (ISC) expressing high levels of the *Lgr5* and *EphB2* genes [18]. Notably, comparison between the P3 and *EphB2* ^hi^ and *Lgr5* ^hi^ signatures revealed no major overlap (7 and 13 genes respectively, among which *Lgr5* but not *EphB2*).

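Of 11 measured Paneth cell markers, 5 were higher and 1 lower in P3 than in Lin- (8 and 1 when adjusted over the list alone), and 9 were higher and 1 lower than in P1+P2 (9 and 1). The list gave an adjusted p = 0.0246 against P1+P2 and 0.0637 against Lin- with an estimated correlation from camera. It holds *Defa5*, *Defa21*, *Defa22*, *Defa24*, *Pla2g2a*, *Fzd5* and *Mmp7*, which the study names from these samples, so it is not independent of the study. *Itln1*, intelectin, had a signal of 3066 ± 803 (SD, n = 8) in P3, 1331 ± 770.1 (SD, n = 8) in Lin- and 414 ± 256 (SD, n = 8) in P1+P2 cells, a log2 difference of 3.03 ± 0.41 (SE, adjusted p = 1.56e-05 from limma) from P1+P2 and 1.32 ± 0.41 (SE, adjusted p = 0.0520) from Lin-. *Lyz1*, the lysozyme of Paneth cells, rose by 1.24 ± 0.19 (SE) over P1+P2 and differed by 0.39 ± 0.19 (SE, adjusted p = 0.304) from Lin-. Its signal lay near the top of the scale, where differences can be compressed, so the latter does not show equal expression. In P3 *Apc* replicate 52 (6247) and P3 *Apc*/*KRAS* replicate 34 (6806) it was the highest signal of the array, and Lin- samples had 4485 to 6330. The defensin probe set of *Defa5* had a signal of 3992 ± 1312 (SD, n = 8) in P3, 1436 ± 716 (SD, n = 8) in Lin- and 429.8 ± 373 (SD, n = 8) in P1+P2 cells. It rose by a log2 of 4.10 ± 0.51 (SE) over P1+P2, and its log2 difference from Lin- was 1.60 ± 0.51 (SE, adjusted p = 0.0645). That of *Defa21* and *Defa22*, which the probe set does not tell apart, rose by 4.16 ± 0.50 (SE) over P1+P2 and 1.99 ± 0.50 (SE) over Lin-. That of *Defa24*, shared with *Defa30*, rose by 3.18 ± 0.52 (SE) over P1+P2 and differed by 1.30 ± 0.52 (SE, adjusted p = 0.165) from Lin-. *Pla2g2a*, a secreted phospholipase, rose by 1.71 ± 0.20 (SE) and 1.09 ± 0.20 (SE). Probe sets of defensins can bind transcripts of several related genes, so their values belong to the family. The call of *Defa21* against Lin- ended without Lin- *Apc* replicate 106 (1.76). Those of *Defa5* and *Itln1* against Lin- passed without P3 *Apc*/*KRAS* replicate 102 (1.753 and 1.43), P1+P2 *Apc* replicate 48 or P1+P2 *Apc*/*KRAS* replicate 98 (1.60 and 1.32 for each), and that of *Itln1* also without Lin- *Apc* replicate 46 (1.57), Lin- *Apc*/*KRAS* replicates 32 (1.40) or 79 (1.44) or P1+P2 *Apc*/*KRAS* replicate 80 (1.32).

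**Figure D5:**
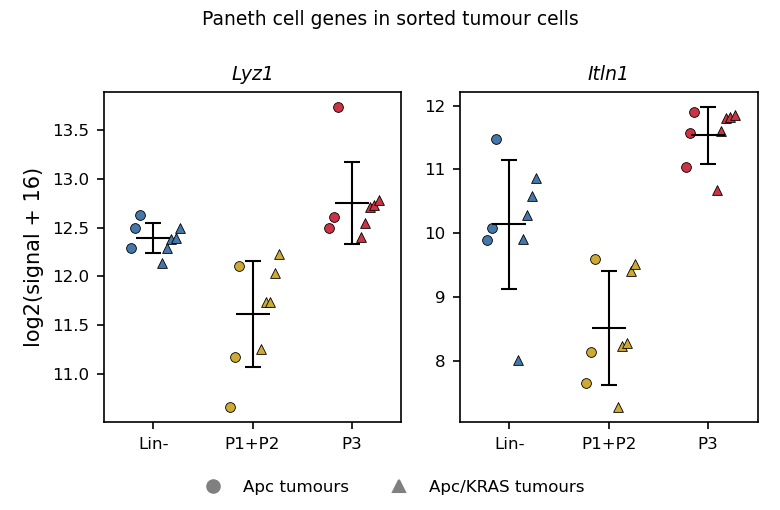
Log2(signal + 16) on the y axis for *Lyz1* and *Itln1* in Lin-, P1+P2 and P3 samples on the x axis, circles *Apc*-mutant and triangles *Apc*/*KRAS*-mutant samples, bars the mean ± SD (n = 8). In the model, which weights the genotypes equally, P3 is above P1+P2 by 1.24 for *Lyz1* and 3.03 for *Itln1*.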

Of note, several Paneth cell specific genes including defensins (*Defa5*, *Defa 21/22*, *Defa24*), secretory phospholipase A2 (*Pla2g2a*), *Fzd5* and matrix metallopeptidase 7 (*Mmp7*) are differentially expressed in the P3 population [33]. On one hand this is expected as the P3 (Lin^−^CD24^hi^CD29^+^) FACS gate is likely to overlap with the CD24^hi^SSC^hi^ sorting gate previously employed to enrich for Paneth cells from normal small intestinal epithelial cells [34], [35]. Nevertheless, this observation is of potential interest in view of the recently elucidated dual role of Paneth cells both as niche cells (supporting *Lgr5* ^+^ stem cells) [34], [35], and as quiescent stem cells [35], [36]. Given the concomitant *Lgr5* upregulation in P3 cells, it is plausible that tumour-specific Paneth cells constitute the niche for *Lgr5* ^+^ CSCs in *Apc* ^1638N/+^/*KRAS* ^V12G^ adenocarcinomas [37]. Alternatively, quiescent (Paneth cell precursor) tumour stem cells may provide a source of actively cycling *Lgr5^+^* CSCs whose function is then further supported by more mature Paneth cells.

Notably, the *Apc*- and *Apc*/*KRAS*-mutant genotypes could not be resolved by HCA and PCA which does not allow us to pinpoint qualitative differences between benign (*Apc* ^1638N/+^) and more malignant (*Apc* ^1638N/+^/*KRAS* ^V12G^) CSCs. This is possibly due to the relatively limited number of *Apc* ^1638N/+^ vs. *Apc* ^1638N/+^/*KRAS* ^V12G^ tumour samples (n = 5 for each group) employed for the comparative expression profiling analysis, insufficient to highlight the allegedly more subtle differences between the two CSCs genotypes. However, both in the HCA and PCA a trend is apparent where the P1+2 and P3 tumour cell subpopulations derived from *Apc* ^1638N/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ tumours appear to cluster away from each other. 

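In the P1+P2 population, *Gkn1* and *Ugt8a* were lower and *Bnip3* and *Greb1* higher in *Apc*/*KRAS*- than in *Apc*-mutant samples. There, 3 probe sets were higher and 5 lower (6 named genes) in limma, and in Lin- 5 were higher and 5 lower (8 named genes), or 20 higher and 4 lower with the arrays centred on their medians. Over all populations *Bnip3*, a mitochondrial protein induced by low oxygen, rose by a log2 of 1.21 ± 0.13 (SE, adjusted p = 1.56e-05), *Greb1* by 1.20 ± 0.12 (SE) and *Pdk1*, a kinase that restrains pyruvate oxidation, by 1.15 ± 0.12 (SE). *Ugt8a*, an enzyme of galactolipid synthesis, fell by 1.36 ± 0.15 (SE) on the log2 scale. In all, 46 probe sets were higher and 59 lower over all populations (105 in all, 83 named genes). The p-values over all populations are too small, because the 3 samples of a mouse are counted as independent. The correlation within genotypes exceeded that between them by 0.00778 in P3, 0.00153 in P1+P2 and 0.00751 in Lin-. Among all 56 splits of 8 samples into 3 and 5, this gave p = 0.107, 0.143 and 0.143 (exact permutation tests, one-sided). The count in P1+P2 was 1 without P1+P2 *Apc* replicate 107 or 116 and 19 without P1+P2 *Apc*/*KRAS* replicate 98, and that in Lin- was 5 without Lin- *Apc* replicate 115 and 22 without Lin- *Apc*/*KRAS* replicate 97.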

In the future, the use of more tumour samples and possibly the profiling of microdissected tumour cells earmarked by nuclear β-catenin accumulation from the two genotypes will shed more light on the more qualitative differences between benign vs. malignant neoplastic stem cells.

Overall, our results show that cancer stemness in *Apc*-driven intestinal tumorigenesis is underlined by an increased Wnt/β-catenin signalling activity that is apparently decreased in more differentiated tumour cells. As previously [7] and here reported (Figure 2), in both human (colon) and mouse (upper GI tract) *APC*-driven intestinal cancers cells with intracellular β-catenin accumulation are clustered around the invasive front, thus suggesting that factors secreted from the stromal microenvironment are likely to play a role in the enhancement of Wnt signalling activity and the maintenance of stem-like cancer cells. Also, the differential upregulation in the P3 subpopulation of markers of both cycling stem cells (*Lgr5*) and Paneth cells (defensins, matrix metalloproteases, and phospholipases) suggest that a niche similar to what described for the normal intestinal crypt of the mouse is present within adenocarcinomas. Further purification and (epi)genetic profiling of the individual components of the CSC niche are necessary to elucidate the cellular and molecular mechanisms underlying cancer stemness in the digestive tract.

## Materials and Methods

### Ethics Statement

This study has been approved by the stichting Dier Experimenten Commissie (DEC), approval number EUR1383 and 2351.

During all mouse experimental interventions, animals have been anesthetized to minimize pain and stress and maintained at body temperature. Pain treatment for surgery has been done using Temgesic. According to the criteria as described by the “*Code of Practice Dierproeven in het Kankeronderzoek*”, regular controls by animal care personnel and our own scientist have been conducted throughout the study to minimize suffering and discomfort due to the intestinal and subcutaneous malignancies with coinciding anaemia and weight loss.

### Tumor Harvest and Dissociation

Tumors were harvested from *Apc^1638N^* ^/+^ and *Apc* ^1638N/+^/*KRAS* ^V12G^ mice aged 6 to 8 months. Tumors from individual animals were pooled, minced with a razor blade, and suspended into 10 ml digestion medium (RPMI, EGF 5 ng ml^−1,^ Hydrocortisone 50 ng ml^−1^, Insulin/Transferrin) supplemented with 10% foetal calf serum and containing 4 mg ml^−1^ collagenase A (#11088793001, Roche), 0.1 mg ml^−1^ Dispase II (#165859, Roche) and 50 µg ml^−1^ DNaseI (#DN-25, Sigma). Digestions were conducted for 2 h at 37°C, 5% CO_2_. The final cell suspension was filtrated through a 70- µm cell strainer (BD) and stained with antibodies.

### Cell Labelling, Flow Cytometry and Sorting

Immunostaining was performed in PBS supplemented with 2% bovine calf serum at 4°C. Antibodies employed for labelling of extracellular epitopes were: Biotin-conjugated rat anti-mouse CD31 (#553371, PECAM-1 Monoclonal, BD, 1∶100), Biotin-conjugated rat anti-mouse CD45-Biotin (#553077, BD, 1∶200), Biotin-conjugated rat anti-mouse TER119-Biotin (#553672,BD, 1/100), Streptavidin-PerCP-Cy5.5 conjugate (#551419, BD, 1∶1000), APC conjugated anti-mouse CD24 (#101813, Biolegend, 1∶250), Phycoerythrin (PE) conjugated Hamster monoclonal to CD29/integrin beta 1 (#ab36219, Abcam, 1∶25), FITC conjugated rat monoclonal anti CD44 antibodies (#553133, BD, 1∶200), mouse monoclonal anti L1CAM antibodies (#ab24345, Abcam, 1∶300)+secondary anti mouse-FITC antibodies, FITC conjugated mouse monoclonal anti CD97 antibodies (#ab23490, Abcam, 1∶10). Antibody incubations were performed for 30 min. at 4°C. For live/dead discrimination, cells were resuspended in 1 µg/ml Hoechst 33258 (#H3569, Invitrogen). Cell analysis and sorting were performed with a FACSAriaTM (BD Biosciences), equipped with a 100 µm nozzle. Hoechst fluorescence was detected using 405 excitation and a BP450/40 emission filter, FITC fluorescence was detected using 488 nm excitation and LP502+ BP 530/30 emission filters, PE fluorescence was detected using 488 nm excitation and LP556+ BP 575/26 emission filters, PerCP-Cy5.5 fluorescence was detected using 488 nm excitation and LP655+ BP 695/40 emission filters, APC fluorescence was detected using 633 nm excitation and a BP660/20 emission filter.

### Expression Profiling Analysis

Intestinal tumors from 3 *Apc* ^1638N/+^ mice and 5 *Apc* ^1638N/+^/*KRAS* ^V12G^ animals were employed for expression profiling by oligonucleotide arrays. For each mouse, tumors were pooled and digested as described above to allow sorting by FACS. From each of the Lin^−^, Lin^−^CD24^hi^CD29^+^ and Lin^−^CD24^med^CD29^+^/CD24^lo^CD29^+^ (joined gate) populations, total RNA was isolated from 10^4^ sorted cells by RNAeasy Micro kit (QIAGEN) and quality controlled by RNA 6000 Pico and Nano LabChip kits (Agilent Technologies). Sample labelling, hybridization, staining and scanning were performed on the Affymetrix MOE430 plus2.0 microarray platform using the Two-cycle Labelling kit according to manufacturer’s instruction.

The raw profiling data are available under GEO number **GSE47772** and can be viewed at: http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47772.

For additional Materials and Methods see Methods S1.

## Supporting Information

Figure S1 **qPCR-based validation of genes differentially expressed in the P3 population.** Intestinal tumors from 2 individual *Apc* ^1638N/+^ and 3 individual *Apc* ^1638N/+^/*KRAS* ^V12G^ animals were digested to single cell suspensions and FACSorted for isolation of 10,000 cells from each of the Lin- (blue bars), P3 (green bars) and P1+P2 (red bars; joined gate) populations. Total RNA was isolated, converted into cDNA, and employed for 35 Taqman® assays corresponding to the genes listed in Supplementary Table 2. All values were normalized to the expression of the glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) house-keeping gene. Similar results were obtained with the β-actin gene (*Actb*) as reference.
(PDF)

Figure S2 **Representative H&E images from a tumor obtained by injecting Lin^−^ (bulk) cells from** ***Apc*** **^1638N/+^/** ***KRAS*** **^V12G^ intestinal tumours.**
(PDF)

Figure S3 **Relative size of the CD24/CD29 FACS subpopulations as observed in primary and serially transplanted tumors from** ***Apc*** **^1638N/+^/** ***KRAS*** **^V12G^ mice.** “Total tumors” refers to a total of 30 tumors analyzed by FACS in our laboratory between Augustus 2008 and December 2009, employed for purposes other than serial transplantations. “Parental tumors” represent the primary *Apc* ^1638N/+^/*KRAS* ^V12G^ lesions employed as source for the serial transplantations, here referred to as 1^st^ and 2^nd^ round tumors. Despite some nearly-significant fluctuations, the data indicate only minimal overall changes between primary tumors and serially transplanted ones.
(PDF)

Figure S4 **a.** Western blot representative of the β-catenin analysis of the FACSorted populations from *Apc* ^1638N/+^/*KRAS* ^V12G^ intestinal tumours. Both the antibodies directed total (green, upper panel) and actively signaling (de-phosphorylated; red, middle panel) β-catenin are shown. β-actin (lower panel, red) was employed as a loading control. Legend: M = molecular weight marker; 1. Lin^−^ (bulk); 2. Lin^−^CD24^−^CD29^−^; 3. Lin^−^CD24^+^; 4. Lin^−^CD29^+^; 5. Lin^−^P1+P2+P3; 6. Lin^−^P1; 7. Lin^−^P2; 8. Lin^−^P3. **b.** Western blot analysis of total β-catenin in primary *Apc* ^1638N/+^ intestinal tumours. The bars represents the quantification of the bands by scanning and analysing the western blot with the Odyssey scanner and after normalization with β-actin. When the anti-active β-catenin Ab was employed, hardly any signal could be detected in bulk and sorted *Apc* ^1638N/+^ intestinal tumour cells.
(TIF)

Table S1 Subcutaneous transplantation of tumour cells from *Apc* ^1638N/+^/*KRAS* ^V12G^ mice in immune-incompetent mice sorted with common CSC surface antigen markers.
(PDF)

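Of the 35 genes that the study also assayed by qPCR, 32 have a probe set by the annotation, with the entries Ndk1 and Tgfb1 read as *Nkd1* and *Tgfbi*. Of these 32, 17 were higher and 14 lower in P3 than in Lin- on the arrays (18 and 14 when adjusted over the list alone), and 18 were higher and 14 lower than in P1+P2 (18 and 14). The list gave an adjusted p = 0.349 against P1+P2 with an estimated correlation from camera. The study chose them from these samples, so the counts are not independent evidence. *Abcc4*, an efflux transporter, rose by a log2 of 0.99 ± 0.11 (SE, adjusted p = 3.64e-06 from limma) over Lin- and 1.53 ± 0.11 (SE) over P1+P2, and *Id4*, an inhibitor of differentiation, by 1.07 ± 0.16 (SE) and 1.70 ± 0.16 (SE). *Mmp3*, a stromal metallopeptidase (log2 -2.79 ± 0.33, SE), *Il6*, a cytokine (at most -2.77), and *Gja1*, a gap junction protein (-2.66 ± 0.37, SE), fell against Lin-. The median of the list against Lin- was above 0 (log2 0.68) and the mean below (-0.31). In P1+P2 cells, 0 of these genes were higher and 5 lower than in Lin- (2 and 21 when adjusted over the list alone). *T* and *H19*, read from probe sets that the supplementary tables give, are outside these counts. Both rose in P3 over Lin- (*H19* by a log2 of 1.64 ± 0.42, SE) and P1+P2 (4.15 ± 0.42, SE), and *H19* fell in P1+P2 against Lin- (-2.51 ± 0.42, SE).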

Table S2 List of the 35 genes and corresponding Taqman® assays employed to validate the microarray data by qRT-PCR (see Supplementary Figure 2).
(PDF)

Table S3 P3 signature based on P3 vs. Lin^−^ comparison. ANOVA (3 ways) analysis led to an initial list of 746 differential expressed probsets (n = 602 non-redundant, annotated RefSeq Genes) with a FDR of 0.05 and ≥2 fold difference. RefSeq Transcript IDs, Probeset IDs and the lowest corresponding P-value (P3 vs Lin^−^) are listed. Uploading/mapping this list in Biobase-Explain resulted in 574 annotated genes.
(XLS)

Table S4 P3 signature based on P3 vs. P1+P2 comparison (n = 808 annotated genes). ANOVA (3 ways) analysis led to an initial list of 1062 differential expressed probsets [851 non-redundant, annotated RefSeq genes) with a FDR of 0.05 and ≥2 fold difference. RefSeq Transcript IDs, Probeset IDs and the lowest corresponding p-value (P3 vs. P1+P2) are listed. Uploading/mapping this list in Biobase-Explain resulted in 808 annotated genes.
(XLS)

Table S5 P3 signature (intersection between P3 vs. Lin- and P3 vs. P1+P2 (n = 462 annotated genes). ANOVA (3 ways) analysis led to an initial list of 1062 differential expressed probesets (851 non-redundant, annotated RefSeq genes) with a FDR of 0.05 and ≥2-fold difference. Gene Symbol, Gene Title, RefSeq Transcript IDs, Probeset IDs and the lowest corresponding P-values (P3 vs. Lin- and P3 vs. P1+P2) are listed. Uploading/mapping this list in Biobase-Explain resulted in 462 annotated genes.
(XLS)

Table S6 Gene Ontology (GO) Analysis of the P3/intersection signature (see Supp. Table 5). Within Biobase/Explain, the Functional Analysis module enables to explore statistically overrepresented and underrepresented groups in a data set according to Gene Ontology classification (19). Matched terms of the selected Function category are given in each row of the output table. The table presents (from left to right) the GO identifier, Gene symbols, the GO term description, the number of hits from the input set to the ontology group, the size of the group in the database, expected hits, and the P-value of the observation.
(XLS)

Methods S1 **See Supplementary Materials and Methods file.**
(DOC)

# Supplementary material for: Cancer Stemness in Apc- vs. Apc/KRAS-Driven Intestinal Tumorigenesis
**Source:** PLoS One. 2013 Sep 17;8(9):e73872. doi: 10.1371/journal.pone.0073872
**Supplement:** Table S1 — Subcutaneous transplantation of tumour cells from Apc 1638N/+/KRAS V12G mice in immune-incompetent mice sorted with common CSC surface antigen markers.

Supplementary Table 1. Subcutaneous transplantation of tumor cells from *Apc*^{1638N/+}/*KRAS*^{V12G} adenocarcinomas in immune-incompetent mice sorted with common CSC surface antigen markers.

<i>Sorted tumor population</i>	<i>No. of transplanted cells</i>	<i>Tumors in NODSCID</i>
Lin ⁻ (bulk tumor cells)	5.0 x 10 ³	3/48
Lin ⁻ CD44 ⁺	5.0 x 10 ³	1/12
Lin ⁻ CD44 ⁻	1.5 x 10 ³	0/4
Lin ⁻ CD24 ⁺ CD29 ⁺ CD44 ⁺	5.0 x 10 ³	2/17
Lin ⁻ CD24 ⁺ CD29 ⁺ CD44 ⁻	1.5 x 10 ³	2/17
Lin ⁻ CD97 ⁺	5.0 x 10 ³	0/12
Lin ⁻ CD24 ⁺ CD29 ⁺ CD97 ⁺	1.5 x 10 ³	0/17
Lin ⁻ CD24 ⁺ CD29 ⁺ CD97 ⁻	1.5 x 10 ³	0/17
Lin ⁻ CD24 ⁺ CD29 ⁺ L1CAM ⁺	1.5 x 10 ³	0/4
Lin ⁻ CD24 ⁺ CD29 ⁺ L1CAM ⁻	1.5 x 10 ³	0/4
Lin ⁻ L1CAM ⁺	1.5 x 10 ³	0/8
Lin ⁻ L1CAM ⁻	1.5 x 10 ³	0/4

# Supplementary material for: Cancer Stemness in Apc- vs. Apc/KRAS-Driven Intestinal Tumorigenesis
**Source:** PLoS One. 2013 Sep 17;8(9):e73872. doi: 10.1371/journal.pone.0073872
**Supplement:** Table S2 — List of the 35 genes and corresponding Taqman® assays employed to validate the microarray data by qRT-PCR (see Supplementary Figure 2).

**Supplementary Table 2**

| <b>Gene Symbol</b> | <b>Gene Name</b>                                            | <b>Assay ID</b> |
|--------------------|-------------------------------------------------------------|-----------------|
| <i>Gapdh</i>       | glyceraldehyde 3-phosphate dehydrogenase                    | Mm99999915_g1   |
| <i>Actb</i>        | actin B                                                     | Mm00607939_s1   |
| <i>Axin2</i>       | Axi1, Axil, Conductin                                       | Mm00443610_m1   |
| <i>Bmp7</i>        | bone morphogenetic protein 7                                | Mm00432102_m1   |
| <i>Cdx1</i>        | caudal type homeo box 1                                     | Mm00438172_m1   |
| <i>Fgfbp1</i>      | fibroblast growth factor-binding protein 1                  | Mm00456064_s1   |
| <i>Fzd5</i>        | frizzled homolog 5 (Drosophila)                             | Mm03053323_s1   |
| <i>Gja1</i>        | gap junction protein, alpha 1,                              | Mm00439105_m1   |
| <i>Igf1</i>        | insulin-like growth factor 1                                | Mm00439561_m1   |
| <i>Il6</i>         | interleukin 6                                               | Mm00446190_m1   |
| <i>Lef1</i>        | lymphoid enhancer binding factor 1                          | Mm00550265_m1   |
| <i>Lgr5</i>        | leucine rich repeat containing G protein coupled receptor 5 | Mm00438890_m1   |
| <i>Mmp2</i>        | matrix metalloproteinase 2                                  | Mm00439508_m1   |
| <i>Mmp3</i>        | matrix metalloproteinase 3                                  | Mm00440295_m1   |
| <i>Nrcam</i>       | Neuronal cell adhesion molecule                             | Mm00663614_m1   |
| <i>Ptgs2</i>       | prostaglandin-endoperoxide synthase 2                       | Mm00478374_m1   |
| <i>Sox6</i>        | SRY-box containing gene 6                                   | Mm00488393_m1   |
| <i>T</i>           | brachyury                                                   | Mm00436877_m1   |
| <i>Tgfb1</i>       | transforming growth factor, beta induced                    | Mm00493634_m1   |
| <i>Tnfrsf19</i>    | tumor necrosis factor receptor superfamily, member 19       | Mm00443506_m1   |
| <i>Grem1</i>       | gremlin 1                                                   | Mm00488615_s1   |
| <i>Abcc4</i>       | ATP-binding cassette, sub-family C (CFTR/MRP), member 4     | Mm01226380_m1   |
| <i>Cdh2</i>        | Cadherin-2                                                  | Mm00483213_m1   |
| <i>Cdkn1c</i>      | cyclin-dependent kinase inhibitor 1C                        | Mm01272135_g1   |
| <i>Cxcl 12</i>     | chemokine (C-X-C motif) ligand 12                           | Mm00445552_m1   |
| <i>Dkk2</i>        | dickkopf-related protein 2                                  | m00445025_m1    |
| <i>Efemp2</i>      | EGF-containing fibulin-like extracellular matrix protein 2  | Mm00445429_m1   |
| <i>H19</i>         | H19 fetal liver mRNA                                        | Mm01156721_g1   |
| <i>Id4</i>         | Inhibitor of DNA binding 4                                  | Mm00499701_m1   |
| <i>Lrp1</i>        | low density lipoprotein receptor-related protein 1          | Mm00464608_m1   |
| <i>Ndk1</i>        | nucleoside Diphosphate Kinase 1                             | Mm00471902_m1   |
| <i>Pla2g2a</i>     | phospholipase A2, group IIA (platelets, synovial fluid)     | Mm00448160_m1   |
| <i>Prox1</i>       | prospero-related homeobox 1                                 | Mm00435969_m1   |
| <i>Rarb</i>        | retinoic acid receptor beta                                 | Mm01319674_m1   |
| <i>Sfrp1</i>       | secreted frizzled-related protein 1                         | Mm00489161_m1   |
| <i>Wif1</i>        | Wnt inhibitory factor 1                                     | Mm00442355_m1   |
| <i>Mmp7</i>        | matrix metalloproteinase 7                                  |                 |
| <i>Gapdh</i>       | glyceraldehyde 3-phosphate dehydrogenase                    | Mm99999915_g1   |
| <i>Actb</i>        | actin B                                                     | Mm00607939_s1   |

# Supplementary material for: Cancer Stemness in Apc- vs. Apc/KRAS-Driven Intestinal Tumorigenesis
**Source:** PLoS One. 2013 Sep 17;8(9):e73872. doi: 10.1371/journal.pone.0073872
**Supplement:** Methods S1 — See Supplementary Materials and Methods file.

**Supplementary Methods**

*Animals*

All experiments involving mice were performed in accordance with institutional and national guidelines and regulations. *Apc*1638N animals [10] were bred with the transgenic model pVillin-*KRAS*V12G [13] in the C57Bl/6J inbred genetic background to generate compound *Apc*1638N/+/*KRAS*V12G mice and their control littermates. Mice were maintained under a 12-hour light-dark cycle and fed with standard diet and water *ad libitum*. Genotyping was performed on DNA isolate from mouse tails as previously described [11, 13].

*Cytospin analysis of sorted cells*

After sorting by FACS, single cell suspensions were applied to glass slides by cytospin centrifugation at 500 rpm for 5 min. Cells were subsequently fixed in 2% PFA for 20 min at room temperature, washed 3 times, permeabilized by 0.2% TritonX, and blocked in 5% milk solution. Immunostaining was performed overnight at 40C. A rabbit monoclonal antibody (#1247-1, Epitomics, 1:2000) was employed for intracellular staining of -catenin.

*Immunohistochemistry (IHC) analysis*

Tissues were fixed in 4% paraformaldehyde (PFA) and embedded in paraffin. Five μm sections were mounted on slides and stained by hematoxylin and eosin (HE) for routine histology. Antibodies employed for IHC analysis include: Rabbit Monoclonal -catenin (#1247-1, Epitomics, 1:2000), Synaptophysin (#A0010, DAKO, 1:750) and Lysozyme (A0099, DAKO, 1:15000). The Rabbit ChemMateTM EnVisionTM kit (DakoCytomation) was employed as a secondary antibody, according to manufacturer’s instructions.

*Protein extraction and western analysis*

From each sorted population, samples of 104 cells were collected in medium (RPMI, supplemented with EGF 5 ng ml-1, Hydrocortisone 50 ng ml-1, Insulin/Transferrin supplement 1x (# 51300-044, Gibco) and 10% foetal calf serum). Cells were then washed by centrifugation at 0.8 g for 5 min at 40C, and lysed in 1x NuPage LDS sample buffer (#NP0004, Invitrogen) with 50 mM dithiothreitol (DTT). Protein samples were electrophoresed using a 0.75 mm, 10% SDS polyacramide gel and transferred to an Immobilon-P transfer membrane (#IPVH00010, Millipore) by standard procedure. Membranes were blocked with odyssey blocking buffer (LI-COR, #927-40000, diluted 1:1 in PBS), incubated overnight at 40C with 2 mouse -catenin antibodies (Pan--catenin: #1247-1, Epitomics, 1:2000; de-phospho-specific -catenin: ABC, clone 8E7, #05-665, Millipore, 1:500) in blocking buffer (LI-COR, #927-40000, diluted 1:1 in PBS), and labelled with fluorescent secondary antibodies Goat Anti-Mouse IgG - IRDye 680 & Goat Anti-Rabbit IgG - IRDye 800CW in blocking buffer for two color detection (LI-COR, #927-40000, diluted 1:1 in PBS). Proteins were visualized with the Odyssey scanner and analyzed with Odyssey software by using -actin to normalize band intensities.

*Transplantation assays*

Tumour cells were sorted in medium ((RPMI supplemented with EGF 5 ng ml-1, Hydrocortisone 50 ng ml-1, Insulin/Transferrin 1x (# 51300-044, Gibco) and 10% foetal calf serum) and centrifuged at 0.8g for 5 min at 40C. Cell pellets were then resuspended in a 1:1 mixture of RPMI and BD Matrigel (#356234, BD Biosciences) in a total volume of 150 l followed by subcutaneous injection into the cranial & caudal flanks under general anaesthesia (isoflurane). Mice were monitored daily for tumour growths.

*Quantitative real-time PCR*

Intestinal tumours from 2 individual *Apc*1638N/+ and 3 individual *Apc*1638N/+/*KRAS*V12Ganimals were pooled, digested to single cell suspensions and FACSorted for isolation of 10,000 cells from each of the Lin-, Lin-CD24hiCD29+ and Lin-CD24medCD29+/CD24loCD29+ (joined gate) populations. Total RNA was isolated as described above, converted into cDNAs using High Capacity RNA-to-cDNA kit (Applied Biosystems), and employed in a pre-amplification step using the Taqman®PreAmp Master Mix (Applied Biosystems) according to manufacturer’s instructions. A total of 35 Taqman® assays for the genes listed in Supplementary Table 2 were selected from the Applied Biosystems inventoried assays. The linearity of pre-amplification was controlled for all primers. Assays were carried out as duplicate reactions using the 7900HT Fast Real Time system (Applied Biosystems). The -actin gene (*Actb*) and glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*) house-keeping genes were employed as references.

*Bioinformatic Analysis*

The arrays were scanned and cel files were uploaded into and normalised using Partek Genomics Suite 6.5 (Partek Inc., St. Louis, MO, USA, www.partek.com). The distribution of the intensity values on the individual arrays was visualized in a signal histogram and no obvious outliers were detected. The average fluorescence intensity of all annotated mouse genes was calculated using the Robust Multiarray Analysis (RMA) algorithm, including a quantile normalisation (all arrays are considered to have an equal intensity distribution) and probe sets were summarized using a median polish. Analysis of the sources of variation revealed that the fractions (Lin-, Lin-CD24hiCD29+ and Lin-CD24+CD29+/CD24loCD29+) were the main source of variation.

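Population accounted for a mean of 15.2% of the variance of a probe set, genotype for 7.36% and their interaction for 7.51%. Noise alone gives each term a share, and a larger one to population and the interaction, which take more degrees of freedom than the genotype. The shares are not corrected for this, so they do not rank the interaction against the genotype. On the 1000 most variable probe sets, which include collagen and enterocyte genes, population accounted for 50.0%, genotype for 8.76% and the interaction for 2.48%. *Lgr5* is a gene whose variance lies between populations, with a log2(signal + 16) of 9.88 ± 0.39 (SD, n = 8) in P3, 8.16 ± 0.42 (SD, n = 8) in Lin- and 7.09 ± 0.37 (SD, n = 8) in P1+P2 cells. *Mug1* is a gene whose variance lies between genotypes, which fell by at least 4.54 on the log2 scale over all populations (adjusted p = 6.44e-10 from limma, too small as each mouse counts 3 times). On probe sets above the median signal, the share of population was 20.5%.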

To identify differentially expressed genes among the experimental groups, a three-way analysis of variance (ANOVA) was performed for each sample (Lin-, Lin-CD24hiCD29+ [P3], and Lin-CD24+CD29+/CD24loCD29+ [P1+P2]) including P3 vs. Lin-, P3 vs. P1+P2, also according to the genotype of the mice they are derived from (*Apc*1638N/+ vs. *Apc*1638N/+/*KRAS*V12G). For each comparison between two experimental groups, the fold change of every annotated gene, together with their corresponding p-value, was exported.

Gene lists of interest (all >2-fold up-/down-regulated genes (pValue with FDR < 0.05)) were analyzed using the Ingenuity Systems Pathway Analysis Tools (Ingenuity, http://www.ingenuity.com) and Biobase Explain (Biobase, http://www.biobase-international.com) with main focus on the enrichment in GO-terms of functional processes and SwissProt keywords.

All the gene expression profiling data are available under GEO number **GSE47772** and can be viewed at: <http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47772>.

How the deposited data were processed for this re-analysis (not part of the article)

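RNA of Lin-, P1+P2 and P3 cells sorted from intestinal tumours of *Apc*-mutant (3 samples per population) and *Apc*/*KRAS*-mutant mice (5 samples per population) was measured on 24 arrays, after 2-cycle labelling of the RNA of 10000 cells. The intensity values are those that the authors deposited: MAS5 signals per probe set on the linear scale, named as MAS5 in the submitters' sample notes, which give no version. In each array their mean, after trimming 2% of the probe sets at each end, was 100.001, and no further normalization was added in the main setting. No values of the qPCR, flow cytometry or transplantation experiments are deposited, and no raw array files were used.

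Conditions were taken from the sample labels and checked against the Methods. By the Methods, the tumours of each of 3 and 5 mice were pooled and all 3 populations were sorted from each pool, so the 3 samples of a mouse are not independent. The labels do not say which samples come from the same mouse, so the model treats them as independent, and p-values of the genotype over all populations are too small. Of the pairs of arrays, 0 of 276 held identical values, and the correlations between arrays were 0.910 to 0.981. Median signals were 18.6 to 33.6 per array (median 21.1), and 32.9% to 46.5% of the probe sets were below 16, where the log2 scale is imprecise. The number 16 was therefore added before the log2, and where the mean signal of a group lies under 16 a difference is a lower bound of its size. Differences were estimated with limma 3.58.1 in R 4.3.3, in 1 model with 6 group means (residual degrees of freedom 18, prior degrees of freedom 4.36, prior SD 0.250), and p-values were adjusted after Benjamini and Hochberg over the 45037 probe sets that are no controls. Adjusted p-values in the text come from this limma model or, for lists, from camera. A probe set was called at an adjusted p under 0.05 and a fold change of at least 2. Genes in lists were counted at an adjusted p under 0.05 without a fold threshold. Errors of log2 differences are the standard errors of the model, and errors of signals are standard deviations.

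Of the tested probe sets, 34945 have a single gene symbol, 932 have several and 9160 have none. Where a gene that the paper names or a list holds has several probe sets, the one with the highest mean over all samples was used. The largest rises and falls of the intersection and between the genotypes were picked by the size of the difference. Another probe set of such a gene can be brighter and need not change alike. Probe sets that the supplementary tables give were used only for genes to which the annotation gives none. *T* and *H19* were read from such probe sets, which the annotation does not give to 1 gene, and are outside the counts of the lists. The Table S2 entries Ndk1 and Tgfb1 were read as *Nkd1* and *Tgfbi*. *Ephb2* has no probe set with its symbol and was not measured. Genes named in the text are those that the paper names, the members of the lists below, the 10 largest rises and falls of the intersection, ranked by the smaller of the 2 differences among probe sets with a single gene name that separate all P3 samples from all others, and the genes that differ most between the genotypes.

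Gene lists were written before they were tested: Wnt genes and Bmp, Fgf and Igf genes that the paper names, the qPCR genes of Table S2, the genes of 2 categories of Table S6 (extracellular matrix structural constituents and binding of platelet-derived growth factor), Wnt/β-catenin targets, crypt base columnar and reserve stem cell markers, markers of Paneth, goblet, enteroendocrine, tuft, enterocyte, epithelial, fibroblast, smooth muscle and pericyte, endothelial, leukocyte, erythroid, and glia and neuron cells, collagens, matrix glycoproteins and proteoglycans, adhesion molecules, Hox and morphogenesis transcription factors, proliferation genes, Bmp, Fgf and Igf pathway genes, Wnt ligands, receptors and secreted inhibitors, Notch and MAPK genes, genes that respond to tissue dissociation, and genes of the sorting gates. They were tested with camera on 18193 genes with a preset correlation of 0.01, adjusted over the lists, and again with a correlation estimated from the samples. The supplementary tables of called genes are held here only in part, so no overlap with them was tested.

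The main setting was tested on simulated data made from the mean and the spread of each of the 45037 probe sets. In each comparison 100 probe sets were changed 2-fold and 100 others 4-fold, all of them brighter than the median. The noise was drawn independently for each value, without correlation between genes or between samples of a mouse. Of true 2-fold changes, 46% were called between P3 and Lin-, 49% between P3 and P1+P2 and 52% between the genotypes in P3, and of true 4-fold changes 100%, 100% and 97%. There were 1, 0 and 4 false calls. For the interaction of population and genotype, 21% of 2-fold and 87% of 4-fold changes were called, with 9 false calls. Simulated data without changes gave 0 calls. Camera with the preset correlation called 10 of 10 shifted and 0 of 10 unshifted lists. The simulated genes were not correlated, so this does not test it on lists whose genes vary together.

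Principal components were computed on log2 values centred per probe set, and hierarchical clustering used average linkage on 1 minus the correlation. Their relation to population and genotype is given as a share of variance, and to the genotype also by exact tests within populations. Groups of 8 samples were split into 3 and 5 in all 56 ways for exact tests. The alternatives were an additive model, array weights, median centring and quantile normalization of the arrays, only probe sets brighter than the median, trend and robust estimation, least squares without moderation, other added numbers (1 and 64), no fold threshold, only the groups compared, each sample left out in turn, and 3 that were added later, as stated in the closing section.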

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

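Every test in this part was chosen after the results were seen. The genes of the text have 176 probe sets, which makes 528 groups of 5 *Apc*/*KRAS*-mutant samples. In 40 of them 1 sample lay far from the other 4: the gap to its nearest neighbour, divided by the range of the group (Dixon's ratio), was above 0.71. Since 26.4 groups (1 in 20) would pass by chance alone, most of these single samples can be chance, and none was removed.

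In Lin- *Apc*/*KRAS* replicate 53, 15 groups had such a gap. It was high for *Kdr* (0.848), *Vwf* (0.837), *Esam* (0.767), *Eng* (0.755), *Cldn5* (0.751), *Hbb-b2* (0.750), *Emcn* (0.741), *Cd53* (0.730) and *Tek* (0.729), mostly endothelial genes, and low for *Hes6* (0.822), *Rarb* (0.780), *Ccdc141* (0.759), *Sox6* (0.744), *Tnfrsf19* (0.721) and *Etv5* (0.711). The endothelial list as a group was looked at because its genes stood out in this sample, so its value restates them and tests no source. Its median log2 difference from the other 4 samples was 1.753, with 11 of 12 genes higher by at least 1. *Vwf* had a signal of 893 against 1.37 to 17.1, and *Kdr* 466 against 16.5 to 33.0. The sort for Lin- cells removes cells with CD31, CD45 or TER119 and so endothelial and blood cells. The median was also above 0 for the erythroid (0.69), leukocyte (0.59) and smooth muscle lists (0.45), with 1 of 5, 4 of 15 and 2 of 12 genes higher by at least 1. If the sample held fewer epithelial cells and so more of all others, the fibroblast list should be higher as well, and its median was 0.171 (upper bound 0.326). The bound comes from resampling the genes of this 1 sample. These genes vary together between samples, so it does not measure the spread between samples. In this sample the fibroblast list rose less than the endothelial list, but 1 sample cannot exclude this source. The enterocyte list was also high in this sample (1.52), and the source is left open.

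In P3 *Apc*/*KRAS* replicate 102 the ratio was 0.814 for *Defa5*, 0.789 for *Itln1*, 0.743 for *Defa24* and 0.738 for *Lyz2*, all low. Other P3 samples had *Tek* high (0.879) and *Slc4a1* low (0.817) in replicate 93, *Col1a2* (0.814), *Prrx1* (0.774) and *Zg16* (0.772) high in replicate 60, *Axin2* (0.778) and *L1cam* (0.7296) high and *Ccne2* low (0.763) in replicate 84, and *Spry1* low (0.777) in replicate 34. In P1+P2 cells *Cdh19* (0.816), *Ang4* (0.712) and *Defa5* (0.7117) were low in replicate 98, *Rgs13* high in replicate 92 (0.802), *L1cam* (0.748) and *Abcb1a* (0.7297) high and *Gkn1* low (0.716) in replicate 57, *Creb3l4* high in replicate 30 (0.7116) and *H19* low in replicate 80 (0.7111). In Lin- cells *Saa3* was low (0.799) and *Hba-a1* high (0.761) in replicate 79, and *Defa5* low in replicate 97 (0.731). The ratio does not measure the size of a gap. All signals of these groups of *Hba-a1*, *Rgs13*, *Prrx1*, *Slc4a1* and *Cdh19* lay under 16, where the log2 scale is imprecise, and *Spry1* had 549 against 614 to 634.

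The remaining results are here because the paper gives no count or gene for them, although its ANOVA included the genotype. Between the genotypes, 105 probe sets were called over all populations, where p-values are too small because each mouse counts 3 times. Genes that differed were *Pdxdc1* (1 probe set, log2 at least 4.95 over all populations), *Gkn1* (log2 -4.06 over all populations) and *Mug1* (log2 at most -5.59 in P3, as its signals in *Apc*/*KRAS*-mutant samples lie mostly under the added 16). Between P1+P2 and Lin-, 27 probe sets were called.

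The counts were set against other groupings of the same samples, with the number of groupings (the real one included) that gave at least as many calls. For P3 against Lin- it was 1 of 100 (highest other count 23), for P3 against P1+P2 1 of 100 (609), for the intersection 1 of 100 (0) and for P3 against Lin- in *Apc*/*KRAS*-mutant tumours 1 of 100 (1). For the genotype it was 1 of 56 in P3 (2), 1 of 56 in P1+P2 (2) and 1 of 56 in Lin- (8). Over all populations it was 1 of 100 (0), but these groupings do not keep the 3 samples of a mouse together and so do not test it. For the 2 interactions, with 0 calls each, it was 100 of 100 (highest other counts 2 and 3). For P1+P2 against Lin- it was 2 of 100 (128). The groupings of populations could not keep the samples of a mouse together either. For P3 against Lin- in *Apc*-mutant tumours there are only 10 splits, which are too few (1 of 10, highest other count 15).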

How the results depend on the processing

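The alternatives were listed before the data were examined, except 3 that were added after the results were seen: the *Gapdh* 3' to 5' ratio as a covariate, leaving out *Apc* samples 115 to 117, and using only the probe sets of the intersection. No paired analysis was made, because the samples of the 3 populations share no replicate numbers and the labels do not say which come from the same animal. By the Methods all 3 populations were sorted from each mouse, so the samples are not independent. Of 341 results for single genes, 252 had the same call under every alternative, and 0 turned direction. The alternatives below changed the results; the cause was not tested.

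With an estimated correlation, the calls of these lists ended while the medians stayed the same: collagens (-2.35 and -1.16 against Lin- and P1+P2), matrix glycoproteins and proteoglycans (-1.34 and -0.81), enterocyte markers (-0.98 and -0.72), fibroblast markers against P1+P2 (-1.85), crypt base columnar markers against P1+P2 (0.29) and Paneth cell markers against Lin- (1.09). The same holds in both comparisons for the smooth muscle and pericyte, goblet, enteroendocrine, tuft and reserve stem cell lists, against Lin- for adhesion molecules, Hox and morphogenesis factors, Igf pathway and dissociation genes, and against P1+P2 for the qPCR genes, proliferation genes and both lists of Table S6.

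P3 against Lin- gave 1239 calls with 1 added, 320 with 64 added and 3058 without the fold threshold, and 647 to 836 with each sample left out. P3 against P1+P2 gave 1981, 461 and 5298 (993 to 1149), and the intersection 894, 231 and 2477 (473 to 589). P1+P2 against Lin- gave 42 on the brighter probe sets, 4 with least squares, 0 with 64 added, 66 without the fold threshold, 14 with only the groups compared and 1 without samples 115 to 117 (4 to 41 with each sample left out, among them 13 without Lin- *Apc*/*KRAS* replicate 32 and 7 without P1+P2 *Apc* replicate 107). P3 against Lin- in *Apc*-mutant tumours gave 156 with the *Gapdh* covariate, 229 with least squares, 160 with 64 added, 53 with only the groups compared and 124 without samples 115 to 117 (101 to 486, among them 142 without P3 *Apc* replicate 117 and 186 without P3 *Apc* replicate 52). In *Apc*/*KRAS*-mutant tumours it gave 365 with 64 added and 2630 without the fold threshold (707 to 950).

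The genotype in P3 gave 58 calls with median centring (39 higher and 19 lower, a shift of the share), 82 with array weights, 15 with the *Gapdh* covariate, 57 with least squares, 33 with 1 added, 34 with 64 added, 320 without the fold threshold, 3 with only the groups compared, 72 with quantile normalization and 4 without samples 115 to 117. With each sample left out it gave 3 to 363 (56, 37, 69 and 58 for replicates 108, 60, 84 and 93). In P1+P2 it gave 15 with array weights, 15 with trend and robust estimation, 18 on the brighter probe sets, 5 with 64 added, 3 with only the groups compared and 5 without samples 115 to 117 (1 to 19). In Lin- it gave 24 with median centring (20 higher and 4 lower), 19 on the brighter probe sets, 5 with least squares, 5 with 1 added, 6 with 64 added, 4 with only the groups compared and 5 without samples 115 to 117 (5 to 22, with 6 without replicate 32 or 79 and 5 without replicate 53 or 91). Over all populations it gave 229 with 1 added, 45 with 64 added and 1643 without the fold threshold (88 to 119). The interaction of P3 against P1+P2 with the genotype gave 1 with median centring, 1 with 1 added and 1 with quantile normalization (0 to 8), and that of P3 against Lin- gave 0 to 3, with 1 without Lin- *Apc*/*KRAS* replicate 97.

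On the 1000 most variable probe sets, population, genotype and interaction accounted for 50.0%, 8.76% and 2.48% of the variance, and components 1 and 1 to 3 for 50.0% and 70.7%. On the brighter probe sets, population accounted for 20.5% and genotype for 9.62%, and the components for 28.7% and 52.1%. On the intersection, which was chosen to separate P3, the values were 71.1%, 5.01%, 1.56%, 71.4% and 86.3%. With unit variance the components held 16.6% and 36.7%, and population accounted for 0.0219% of component 1. The adjusted Rand index of 3 clusters against population was 0.511 on the 1000 most variable, 0.537 on the brighter probe sets, 0.469 with complete linkage and 0.537 on the intersection. That of 2 clusters against P3 or not was 1 on the 1000 most variable and 1 on the intersection, and against the genotype -0.0379 on each.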

Differences from the paper's values

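Component 1 of all 24 samples holds about 48% of the variance in Fig. 3b (read by eye) and 21.1% here. On the 1000 most variable probe sets it holds 50.0%, which lies within the margin of the paper's value, and under the other settings listed beforehand (median centring, quantile normalization, brighter probe sets, unit variance, each sample left out) it does not. The paper does not say which probe sets its figure used.

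For the called probe sets, the Results text gives 1062 for P3 against Lin- and 746 for P3 against P1+P2, while the legends of Tables S3 and S4 give 746 and 1062, and here there were 738 and 1058. The paper's clustering sets the 8 P3 samples apart from the other 16. Here it did so on the 1000 most variable probe sets but not on all probe sets. The paper describes a general lack of significant differences between the genotypes in P3, and here 150 probe sets were called, of which 3 remained without P3 *Apc* replicate 117. It lists extracellular matrix among the functions of up-regulated genes, and here 26 of 37 matrix glycoproteins and proteoglycans and 14 of 21 collagens were lower in P3 than in Lin-. Its Results text names *Fzd5*, *Mmp2* and *Igf1* as differentially expressed without a direction there (Fig. S1 is not held here), and here they were lower in P3. Its closing paragraph counts matrix metalloproteases among the upregulated markers of Paneth cells. Earlier its Discussion names *Mmp7* as a Paneth cell gene, and *Mmp7* was higher in P3 here, so this is no difference.

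The Results and a legend give 5 tumour samples per genotype, and the Methods and labels give 3 *Apc*-mutant and 5 *Apc*/*KRAS*-mutant samples per population. The supplementary methods describe RMA and quantile normalization, while the deposited values are MAS5 signals. The type of array is also given in 2 ways.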

Other observations

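What is reported in this part was chosen after the results were seen, although the gene lists and the alternative scalings were fixed beforehand. *Gkn1* and *Gkn2*, secreted proteins of the stomach, and *Tff2* were lower in *Apc*/*KRAS*-mutant samples in all populations together (log2 -4.06, -4.58 and -2.77), while enterocyte genes were higher, with 6 of 22 past the test (*Apoa4*, *Cyp3a11*, *Fabp1*, *Alpi*, *Fabp2* and *Mttp*; 10 when adjusted over the list alone; adjusted p = 0.512 for the list with an estimated correlation). *Bnip3* and *Pdk1*, which low oxygen induces, were higher as well. The cell cycle kinase *Cdk1* was lower (log2 -0.49), 1 of 3 proliferation genes that were (10 when adjusted over the list alone; adjusted p = 0.648 with an estimated correlation). The p-values over all populations are too small, since each mouse counts 3 times.

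Mutant *KRAS* could raise feedback genes of the MAPK pathway. Over all populations the MAPK list had a median log2 difference of 0.13 between the genotypes, with 2 genes higher (*Spred1* and *Spry1*) and 0 lower. Its adjusted p from camera was 0.00718, but 0.512 with an estimated correlation, and both are too small for the same reason, so the data leave this open.

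Of 23 fibroblast markers, 20 were lower in P3 than in Lin- and 17 than in P1+P2 (adjusted p = 0.0263 and 0.165 with an estimated correlation). The falls of matrix genes stand beside them (collagens adjusted p = 0.0591 and 0.349, matrix glycoproteins and proteoglycans adjusted p = 0.0564 and 0.349 with an estimated correlation). For these falls 3 explanations were looked at. If P3 holds fewer fibroblasts, the fibroblast markers should vary together across the 16 samples outside P3. Their mean pairwise correlation there was 0.778, above the 95th percentile of 10000 random lists (0.0535), which leaves a smaller share of fibroblasts in P3 open as a candidate explanation. If only matrix expression were lower, the 7 markers that are no matrix proteins should not change, and their median log2 change was -1.44 (-3.47 to -0.17). The fall was thus not confined to matrix genes. These 7 belong to the list that was already seen to fall, so this is no independent test. It cannot tell fewer fibroblasts from lower expression of fibroblast genes. If the scaling of the arrays made the difference, it should go away with another scaling, and the list's median was -2.70 after quantile normalization and -2.66 after median centring.

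*Apc* replicates 115, 116 and 117 held both *Xist* and Y-linked signals. The share of *Xist* was 0.597, 0.719 and 0.475 of that in samples with *Xist* alone, and the share of the Y-linked genes 0.530, 0.3997 and 0.580 of that in samples with these alone. If RNA of females and males was in 1 sample, the 2 shares should add up to nearly 1, and they gave 1.05 to 1.126. Animals with 2 X chromosomes and 1 Y chromosome should give at least 1.29, and the highest sum was 1.126. The sums of the other samples varied from 0.595 to 1.61, so neither comparison is precise. The Methods state that tumours were pooled for each mouse, which speaks against RNA of several animals in 1 sample, and the cause is left open.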
